# Fission yeast essential nuclear pore protein Nup211 regulates the expression of genes involved in cytokinesis

**DOI:** 10.1371/journal.pone.0312095

**Published:** 2024-12-12

**Authors:** Domenick Kamel, Ayisha Sookdeo, Ayana Ikenouchi, Hualin Zhong

## Abstract

Nuclear pore proteins control nucleocytoplasmic transport; however, certain nucleoporins play regulatory roles in activities such as transcription and chromatin organization. The fission yeast basket nucleoporin Nup211 is implicated in mRNA export and is essential for cell viability. Nup211 preferentially associates with heterochromatin, however, it is unclear whether it plays a role in regulating transcription. To better understand its functions, we constructed a *nup211* “shut-off” strain and observed that Nup211 depletion led to severe defects in cell cycle progression, including septation and cytokinesis. Using RNA-Seq and RT-qPCR, we revealed that loss of Nup211 significantly altered the mRNA levels of a set of genes crucial for cell division. Using domain analysis and CRISPR/cas9 technology, we determined that the first 655 residues of Nup211 are sufficient for viability. This truncated protein was detected at the nuclear periphery. Furthermore, exogenous expression of this domain in *nup211* shut-off cells effectively restored both cell morphology and transcript abundance for some selected genes. Our findings unveil a novel role for Nup211 in regulating gene expression.

## Introduction

Nuclear pore complexes (NPCs) mediate the bidirectional exchange of materials between the nucleus and cytoplasm. Each NPC is composed of about thirty different proteins, which are collectively called nucleoporins (or Nups) [1–3]. Nups assemble into several sub-structures including the cytoplasmic filaments, central core, and nuclear filaments. Both the cytoplasmic and nuclear filaments associate with the core embedded in the nuclear envelope. While the cytoplasmic filaments extend outward into the cytoplasm, the nuclear filaments extend into the nucleoplasm and merge at a ring to form a basket-like structure. NPCs exhibit eight-fold rotational symmetry about their central axis and their central cores have 2-fold mirror symmetry across the midplane of the nuclear envelope. However, the cytoplasmic and nuclear filaments make the NPCs vertically asymmetric. Due to these features, Nups are usually present in multiples of eight. In addition to their structural roles, many Nups actively participate in nucleocytoplasmic transport as well as other cellular functions like transcription, DNA repair, and cell cycle regulation [4–7]. In this work, we investigated the roles of Nup211, a nucleoporin associated with the nuclear basket in the fission yeast *Schizosaccharomyces pombe*.

The Nup211 protein consists of 1837 amino acids (calculated MW of ~211 kDa) and is essential for cell viability [8]. Nup211 is localized at the periphery in the nucleus and relocates to the nucleolar ring upon heat shock [9–11]. Previous studies showed that Nup211 plays a role in mRNA export as its overexpression or down-regulation results in the nuclear accumulation of polyA-RNA [12]. In addition, Nup211 has been implicated in mRNA quality control, as overexpressing Nup211 inhibits the nuclear export of intron-containing RNA [13]. The underlying mechanisms by which Nup211 regulates these processes remain unknown.

Nup211 is evolutionarily conserved from yeast to humans. The mammalian ortholog TPR (translocated promoter region) is a 267 kDa filamentous protein, also located at the nuclear basket and extends into the nuclear interior [14–16]. Recent studies identified two subpopulations of TPR which are located at the nuclear basket through binding to different nuclear pore proteins [17–19]. The nucleoporin Alm1 (abnormal long morphology) is considered to be another TPR ortholog in *S*. *pombe* [20]. Alm1 is important for proper chromosome segregation, however, it is not essential for cell viability [21]. There are also two TPR orthologs in *Saccharomyces cerevisiae*, called myosin-like proteins Mlp1 and Mlp2. Interestingly, neither is essential for viability. Even though nuclear import and cell fitness are affected, the strain with both *Mlp1* and *Mlp2* deleted is viable [22]. Megator is considered the only TPR ortholog in *Drosophila melanogaster* and is essential for viability [23].

The amino-terminal two-thirds of TPR mostly consists of coiled-coil motifs, which have been shown to be important for dimerization [24]. Together with other nuclear proteins, TPR and its orthologs (TPR proteins) can form higher-order structures that serve as anchoring sites for proteins involved in various nuclear activities [for reviews, see [25–27]]. For example, the TPR proteins interact with mitotic spindle checkpoint proteins Mad1 and Mad2, recruiting them to the NPC during interphase [28–30]. Mammalian TPR remains associated with Mad1/Mad2 and is located at the kinetochore during mitosis [29]. TPR also directly interacts with extracellular signal-regulated kinase 2 (ERK2) and anchors it at nuclear pores. Interestingly, ERK2 phosphorylates TPR, enhancing their interaction [31, 32]. The budding yeast Mlp proteins interact with components of the Spt-Ada-Gcn5-acetyltransferase (SAGA) complex and recruit transcriptionally active genes to the nuclear periphery [33]. The Mlps are also required for properly positioning the SUMO protease Ulp1 near the NPCs, which is important for regulating the SUMO status of transcription factors [34, 35]. In fission yeast, Mad1/Mad2 and Ulp1 are localized to the nuclear periphery during interphase [36, 37]; however, it is unknown whether Nup211 is important for the proper localization of these proteins.

Nup211 orthologs can regulate gene expression at multiple levels such as chromatin organization, transcription, and mRNA export [12, 38–42]. For example, TPR establishes the borders of heterochromatin around NPCs [43, 44], while Mlp2 plays a role in anchoring telomeres at the nuclear periphery [45]. Interestingly, ChIP-Seq revealed that Nup211 preferentially associates with heterochromatin [46]. However, it is not clear whether Nup211 controls gene expression at the chromatin level. To better understand its functions, we constructed a *nup211* depletion strain to study how loss of the protein affects cellular activities. Here, we report that the essential function of Nup211 is located in the first 655 residues. Down-regulation of Nup211 led to severe defects in the cell cycle regulation, including septation and cytokinesis. Ectopically expressing full length Nup211 or Nup211_1-655_ showed a rescue effect. RT-qPCR results confirmed that Nup211 controls the expression of a set of genes involved in cytokinesis, suggesting a novel role for Nup211 in regulating gene expression.

## Results

### Generating and characterizing a conditional *nup211* mutant strain

Previous studies have revealed that *nup211* is an essential gene [8]. To elucidate the functions of Nup211, we therefore generated a conditional mutant strain named *nup211-so* (*nup211*-shut off), in which the thiamine regulatory *nmt1* promoter P81nmt was inserted upstream of the *nup211* coding sequence. To construct this strain, we used PCR to synthesize a DNA fragment containing P81nmt and the *ura4*^*+*^ gene flanked by 400 bp sequences homologous to parts of the endogenous *nup211* promoter and ORF (Fig 1A). The purified DNA fragment was transformed into strain 558 (S1 Table) and was integrated into the *nup211* locus via homologous recombination. We first examined the integration event by PCR (Fig 1B). Using primers 1 & 2, a 2.5 Kb fragment was amplified from wild-type genomic DNA while a 4.5 Kb fragment was amplified from *nup211-so* genomic DNA (Fig 1A and S2 Table). When primers 3 & 4 were used, a 3.8 Kb fragment was generated only when *nup211-so* genomic DNA was used as template (Fig 1B, lower panel). The PCR results confirmed that P81nmt is located upstream of the *nup211* coding sequence. We further validated integration by Southern blot using a radioactively labeled probe complementary to the endogenous *nup211* promoter (Fig 1C and S2 Table). A 5.4 Kb fragment and a 7.4 Kb fragment were detected following digestion of wild-type and *nup211-so* genomic DNA, respectively (Fig 1). These results confirmed the integration of P81nmt and *ura4*^*+*^ at the *nup211* locus.

**Fig 1:**
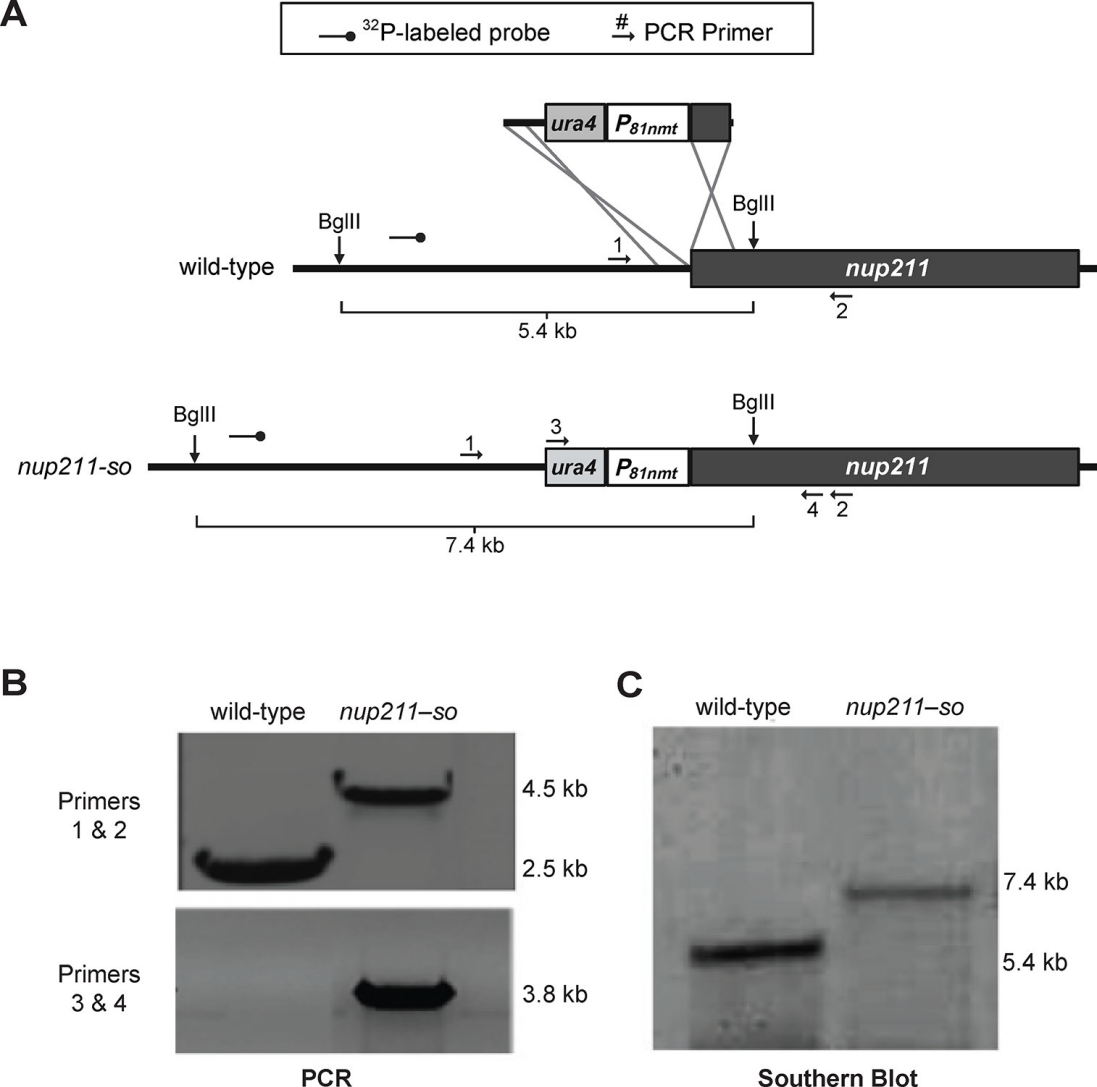
Verification of the *nup211* shut-off (*nup211-so*) strain. (A) Schematic of the *nup211* loci of wild-type (*nup211*^*+*^) and *nup211-so* strains. Primer 1 is complementary to a region upstream of the *nup211* open reading frame (ORF), primers 2 and 4 are complementary to the *nup211* ORF, and primer 3 is complementary to the *ura4*^*+*^ gene. (B) PCR and (C) Southern blot analysis results confirmed the integration of *ura4*^*+*^ and P_81nmt_ upstream of the *nup211* locus.

To determine whether *nup211* expression is controlled by P81nmt in the *nup211-so* strain, we grew cells in medium containing 10 μg/mL thiamine and examined Nup211 protein levels. Western blotting showed that Nup211 protein level was significantly reduced in *nup211* shut-off cells compared to non-shut-off and wild type controls (Fig 2A). We also performed spot assays to analyze the growth of *nup211-so* cells. In the presence of thiamine, *nup211-so* cells showed a reduced viability of approximately 1000-fold when compared with non-shut-off cells. In addition, *nup211-so* colonies in the presence of thiamine were small, showing a severe growth defect (Fig 2B).

**Fig 2:**
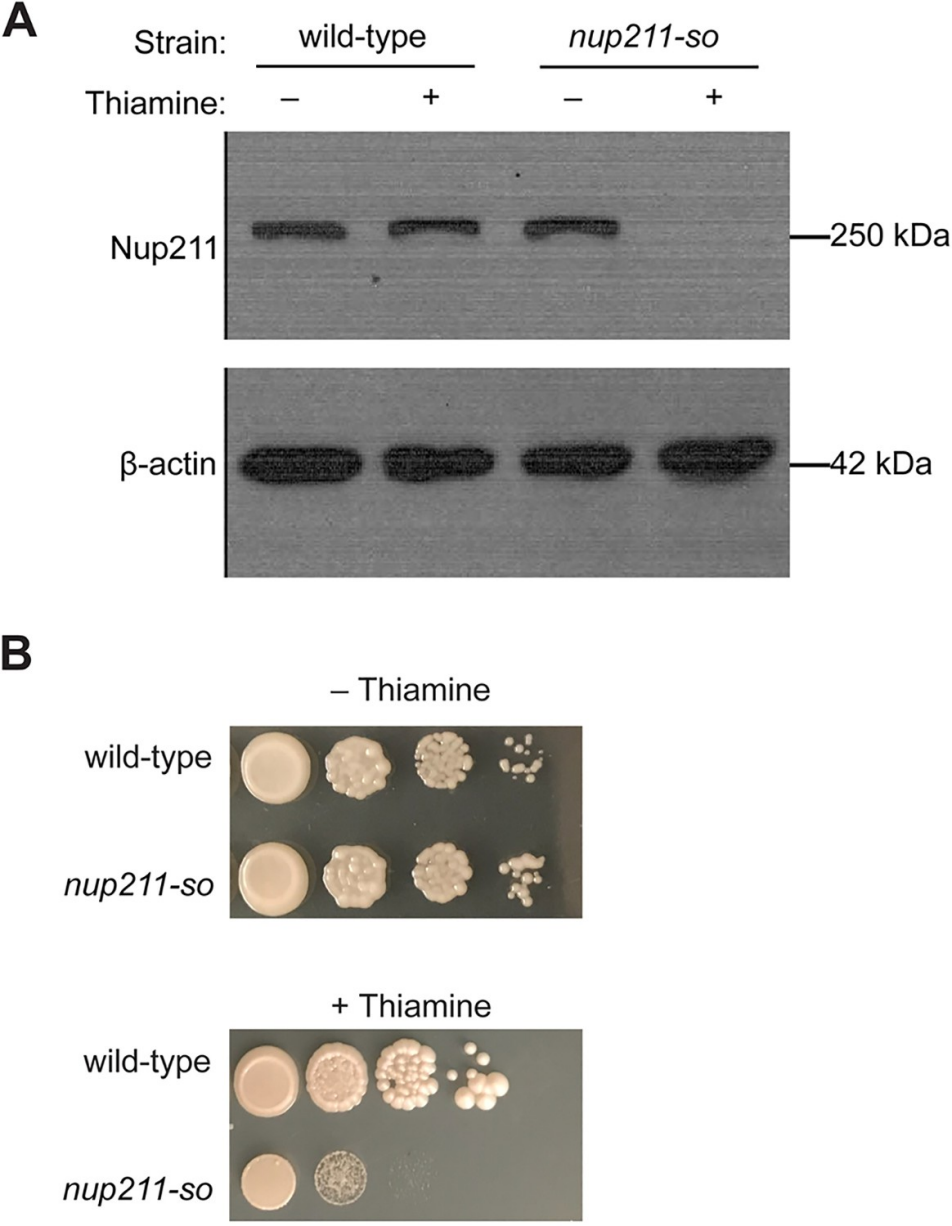
Characterization of the nup211-so strain. (A) Comparison of Nup211 protein levels in wild-type and *nup211-so* cells grown in medium with or without thiamine by immunoblotting with anti-Nup211 antibodies. β-actin was used as a protein loading control. (B) Growth rate comparison between wild-type and *nup211-so* cells grown on medium with or without thiamine. Spot assays started with 5x10^4^ cells, followed by tenfold series dilution.

### Shutting-off *nup211* resulted in defects in cell morphology and cytokinesis

To better understand why Nup211 down-regulation significantly impairs cell viability (Fig 2B), we examined *nup211-so* cells by microscopy. Shutting off *nup211* expression led to a wide range of morphological defects (Fig 3A). Some cells appeared abnormally round, curved, bulged, or branched, indicating that Nup211 plays a role in maintaining proper cell shape (Fig 3B). Interestingly, *nup211* shut-off cells also showed severe defects in septation and cytokinesis. These defects varied widely: some cells failed to develop a septum during division (Fig 3B-a), while others developed thicker (Fig 3B-b), misplaced (Fig 3B-c), or multiple septa (Fig 3B-d). Furthermore, septa were sometimes seen in shorter cells (Fig 3B-c), while other phenotypes like bulging (Fig 3B-c, 3B-e), branching (Fig 3B-e), curving, and swelling (Fig 3B-f) were also observed.

**Fig 3:**
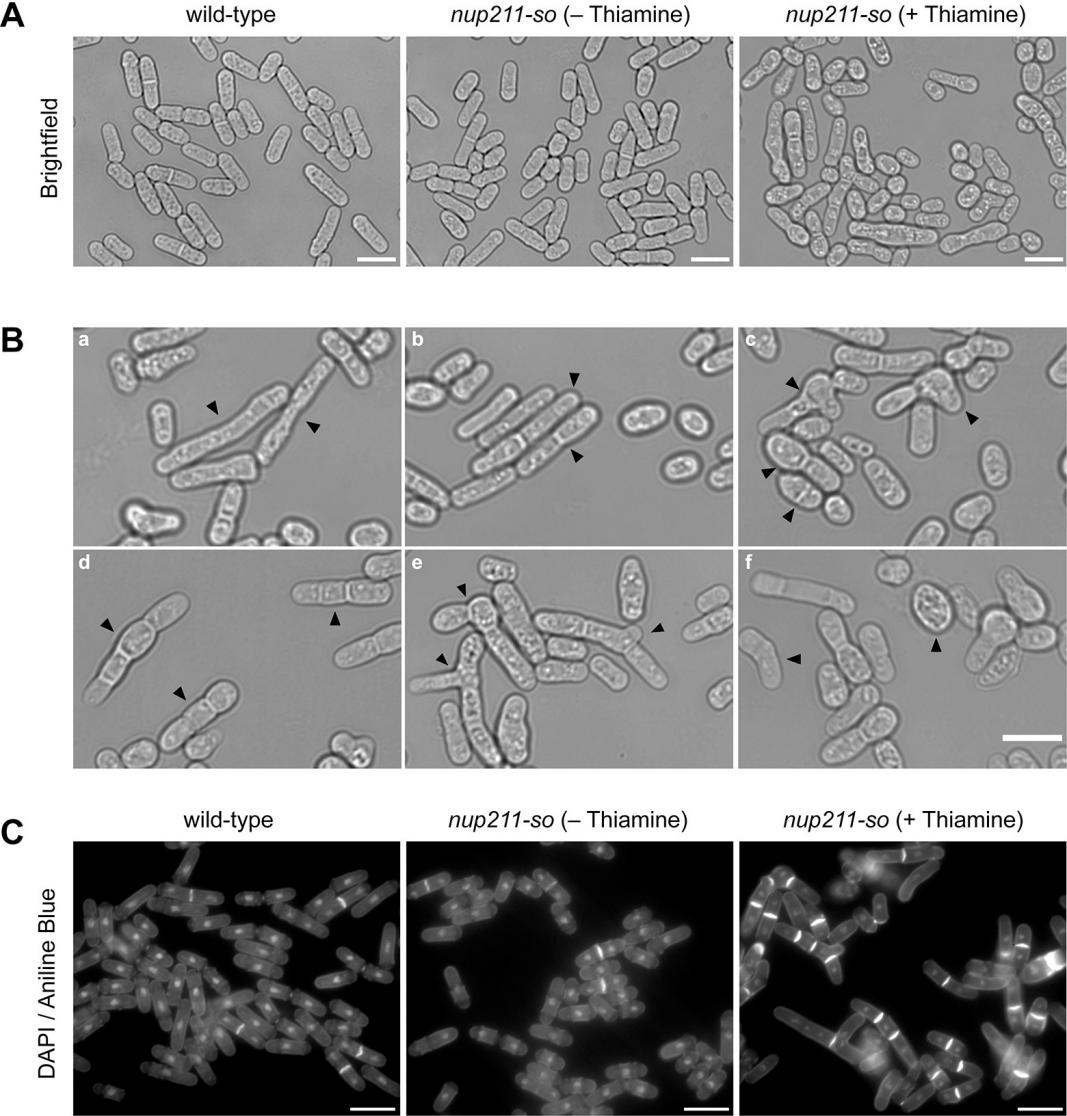
Down-regulation of Nup211 led to severe defects in cell morphology and cytokinesis. (A) Bright-field images of wild-type and *nup211-so* cells grown in medium with or without thiamine. (B) Representative images of *nup211-so* cells grown in medium containing thiamine. Cells exhibit various morphological defects: elongated without septa (a), thick septa (b), asymmetric septa or bulged shape (c), multiseptated (d), branched morphology (e), and curved or swollen shape (f). Septa could also be observed in shorter cells (c). Arrowheads point to cells with specific defects. (C) Wild-type and *nup211-so* cells stained with DAPI (nuclei) and aniline blue (septa). For all panels, *nup211-so* cells were grown in medium containing thiamine for 48 hours prior to imaging. Bars: 10 μm.

To better analyze septation and nuclear division in *nup211* shut-off cells, we stained nuclei and septa with DAPI and aniline blue, respectively. Compared with wild type cells, a higher percentage of *nup211* shut-off cells contained multiple and/or thicker septa (Fig 3C). Taken together, our data suggest that Nup211 plays roles in cytokinesis in addition to regulating cell shape.

### Domain analysis showed that the N-terminal region of Nup211 is sufficient for cell viability

Given that *nup211* shut-off cells showed reduced viability along with severe defects in morphology and cytokinesis, we wanted to know whether exogenous expression of certain Nup211 domains could have a rescue effect. To address this question, we constructed plasmids that express different regions of Nup211 under the constitutive *adh1* promoter, transformed them into *nup211-so* cells, and determined the effects on viability through spot assays (S1 Table). Exogenous expression of Nup211, Nup211_1-863_, or Nup211_1-655_ restored cell viability; however, expression of Nup211_1-1033_ only led to a partial recovery (Fig 4A). Nup211_1-412_ was unable to rescue cell viability, while the C-terminal region Nup211_1034-1837_ further decreased the viability of *nup211* shut-off cells. Interestingly, expressing Nup211_1-1033_ in non-shut-off cells slightly reduced viability, indicating that excess Nup211_1-1033_ inhibited cell growth.

**Fig 4:**
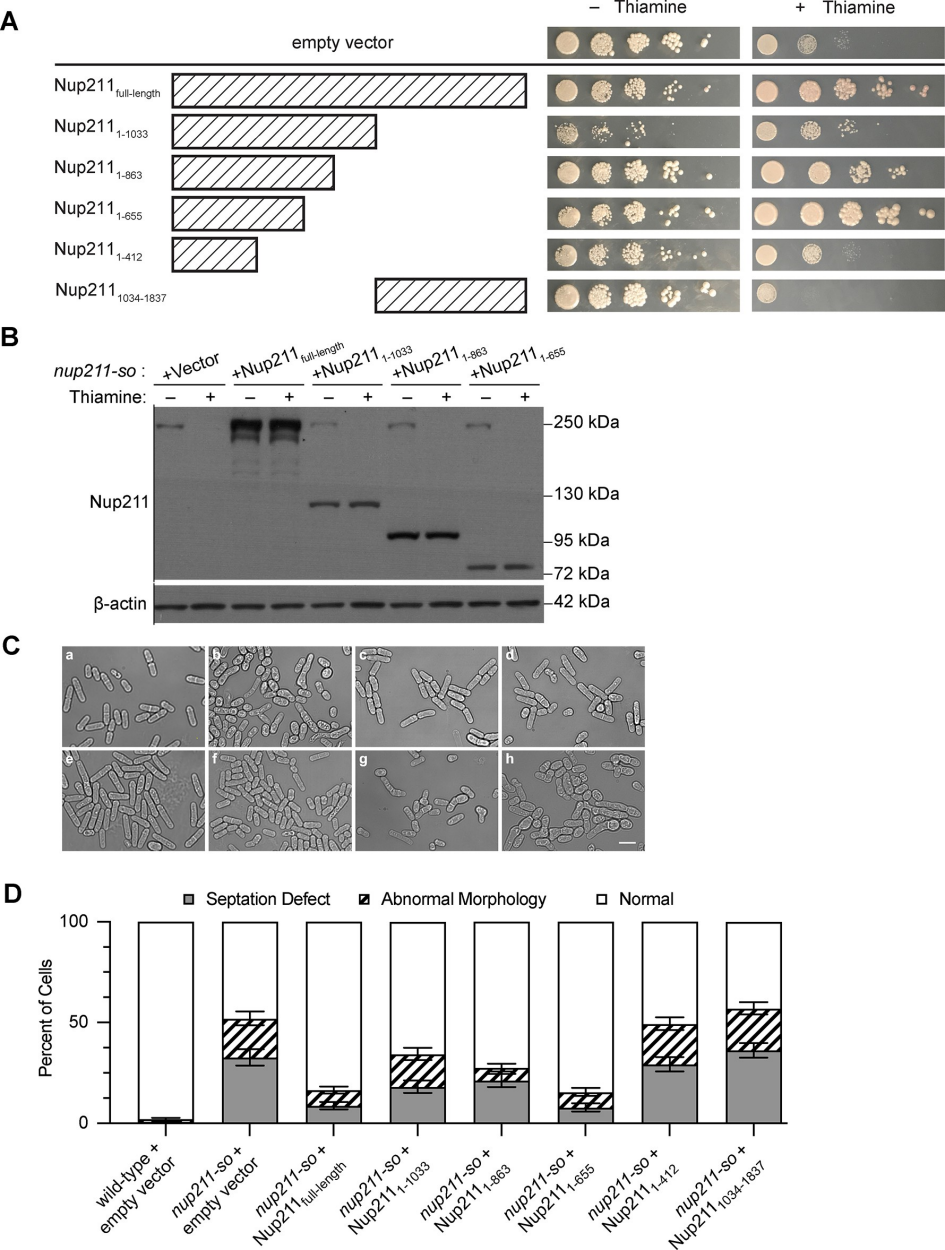
The N-terminal region of Nup211 is sufficient for cell viability. (A) Growth analysis of *nup211-so* cells transformed with constructs expressing full-length or fragments of Nup211 grown in the presence or absence of thiamine. Spot assays started with 5x10^5^ cells, followed by tenfold series dilution. (B) Examining Nup211 protein levels in the strains shown in (A) by immunoblotting with anti-Nup211 antibodies. β-actin was used as a protein loading control. (C) Representative bright-field images of (a) wild-type and (b) *nup211-so* cells transformed with empty vector. Panels (c-d) show images of *nup211-so* cells expressing full-length (c) or fragments of Nup211: (d) Nup211_1-1033_, (e) Nup211_1-863_, (f) Nup211_1-655_, (g) Nup211_1-412_, and (h) Nup211_1034-1837_. Bar: 10 μm. (D) Distribution chart showing the rescuing effects of strains with the representative images shown in (C). At least 500 cells were analyzed in each condition.

To determine if exogenous expression of Nup211 domains could also rescue the morphological defects of *nup211* shut-off cells, we analyzed shut-off cells harboring these rescue constructs by microscopy. Consistent with spot assay results, Nup211_1-863_ and Nup211_1-655_ showed a significant rescue effect, but Nup211_1-412_ did not (Fig 4C and 4D). Similarly, Nup211_1-1033_ could not rescue cell morphology as effectively as Nup211_1-863_ or Nup211_1-655,_ suggesting that residues 864–1033 have some inhibitory effect. Lastly, expression of Nup211_1034-1837_ exacerbated the morphology defects, indicating that expression of this domain is toxic to cells. Further investigation is needed to identify the functions of Nup211_864-1033_ and Nup211_1034-1837_.

Our domain analysis using *nup211-so* strain suggests that Nup211_1-655_ is sufficient to carry out the essential function(s) of Nup211. Even though we did not detect endogenous Nup211 protein in *nup211* shut off cells (Fig 4B), we cannot exclude the possibility that residual undetected Nup211 protein contributed to the rescue effects. To address this issue, we used the CRISPR system to generate mutant strains (*nup211*_*1-863*_ and *nup211*_*1-655*_) in which the *nup211* gene is truncated at its chromosomal locus (S1 and S2 Tables) [47]. Both *nup211*_*1-863*_ and *nup211*_*1-655*_ cells were viable and grew as well as the wild-type strain on PMG plates, confirming that the N-terminal 655 residues of Nup211 are sufficient for viability (Fig 5A).

**Fig 5:**
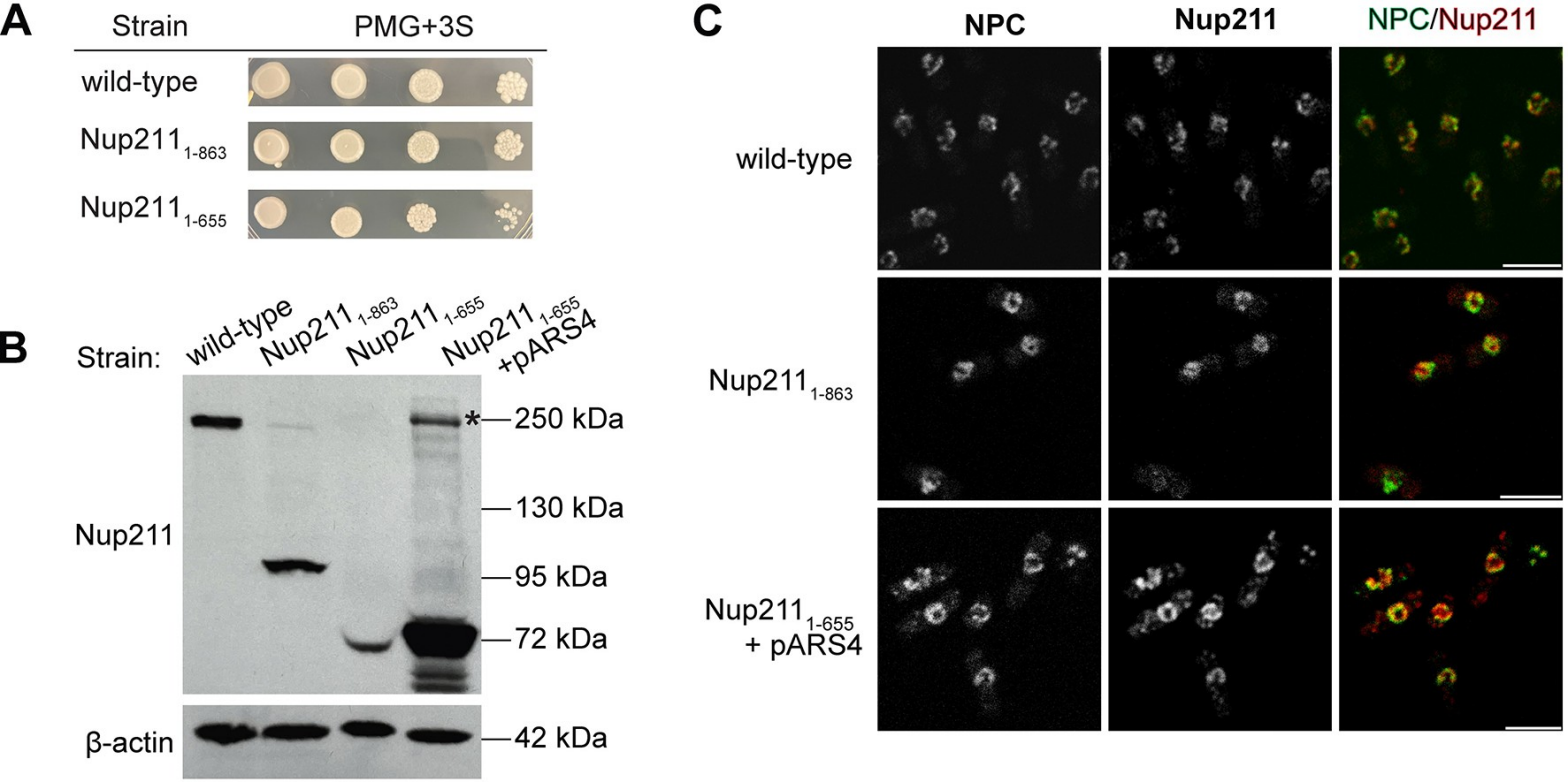
Analyses of Nup211 truncation strains confirmed that the N-terminal 655 residues are sufficient for cell viability. (A) Growth analysis of wild-type, *nup211*_*1-863*_ and *nup211*_*1-655*_ strains. Spot assays started with 1x10^5^ cells, followed by tenfold series dilution. (B) Examining Nup211 protein levels in wild-type, *nup211*_*1-863*_, *nup211*_*1-655*_, and *nup211*_*1-655*_ + pARS4 (expressing Nup211_1-655_) strains by immunoblotting with anti-Nup211 antibodies. β-actin was used as a protein loading control. * high order (possible tetramer) of Nup211_1-655_. (C) Representative confocal images of wild-type, *nup211*_*1-863*_, and *nup211*_*1-655*_ + pARS4 cells immunostained with anti-Nup211 and mAb414 antibodies. mAb414 recognizes several nucleoporins of NPCs. Bars: 5μm.

The N-terminal 655 residues of Nup211 carry out its essential functions, since *nup211*_*1-655*_ cells were viable (Fig 5A). Although we were able to detect a very low amount of Nup211_1-655_ by Western blotting (Fig 5B), we were not able to detect and localize Nup211_1-655_ in the *nup211*_*1-655*_ cells using immunofluorescence microscopy. It’s possible that Nup211_1-655_ is expressed at a low level and/or is easily degraded. As shown in Fig 4B, full-length and truncated Nup211 proteins were detected at different levels even though they were expressed from the same expression vector under the *adh1* promoter. Notably, the abundance of Nup211_1-655_ and Nup211_1-1033_ was lower than that of Nup211_1-863_, indicating that the position of protein truncation affects the protein level. To help determine the location of Nup211_1-655_ in the CRISPR-modified strain, we introduced the plasmid pARS4 to increase the expression of Nup211_1-655_ (Fig 4). As expected, the Western blotting results showed that Nup211_1-655_ protein level was significantly increased in the transformed cells (Fig 5B). Furthermore, we were able to detect Nup211_1-655_ at the nuclear periphery, similar to the localization of full-length Nup211 (Fig 5C).

### Down-regulation of Nup211 affected mRNA levels of genes involved in cytokinesis

Our previous results confirmed that Nup211 is essential for cell viability and revealed that the essential region of Nup211 is located within the N-terminal 655 residues. However, the mechanism by which Nup211 impacts cell viability remains unknown. It has been reported that Nup211 and its orthologs play roles in mRNA export [38, 42, 48–50]. Several orthologs of Nup211 have also been implicated in gene regulation at the chromatin level [35, 44, 51–53]. To determine whether Nup211 plays a role in transcriptional regulation, we performed RNA-Seq using the *nup211-so* strain. 

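RNA was sequenced from 3 *nup211-so* cultures grown without thiamine and 3 grown with 10 μg/mL (30 μM) thiamine, each culture a separate biological replicate. In this strain the thiamine-repressible promoter P81nmt and the *ura4*+ marker replace the *nup211* promoter. The growth conditions in the paper are 24 hours in thiamine medium, a wash, and 24 hours in fresh thiamine medium. Libraries were prepared with a stranded kit that selects polyadenylated RNA. The authors deposited the counts of reads on 6291 genes, without normalization, and a table of their DESeq2 comparison of the same counts. The paper's text does not name the aligner, the counting program or the genome build. Total counts were 43629667, 44820560 and 47036833 in the libraries without thiamine (replicates 1 to 3). In the libraries labelled thiamine they were 48815139, 37195197 and 38381126. The groups thus had median totals of 44820560 and 38381126 counts. Ribosomal RNA genes held 42.7%, 41.2% and 48.98% of the counts without thiamine, and 46.3%, 28.7% and 24.6% in the libraries labelled thiamine.

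The counts were compared with edgeR's quasi-likelihood F test, using TMM normalization, edgeR's default filter on low counts and Benjamini-Hochberg adjustment. This test covered 5434 genes. Positions refer to the ASM294v3 assembly, whose gene positions overlapped the deposited ones for 99.984% of the 6233 genes compared. Counts were low where genes overlap one another on either strand. The median was 1170 counts per kb and library for the 2171 protein-coding genes that no other counted gene overlaps, and 7.79 for the 461 overlapped over more than 95% of their length. The overlapped length is therefore given for the genes named. Cells of a strain with its own *nup211* promoter, with or without thiamine, were not used here, so each difference is between *nup211-so* cultures with and without thiamine.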

Our RNA-seq results revealed that the mRNA levels of many genes were significantly altered upon the down-regulation of *nup211* (Fig 6 and S3 Table). Among them are a number of genes involved in cell cycle regulation, including cytokinesis, which is consistent with our microscopy results (Fig 3). Thus, we selected several representative genes and further analyzed their mRNA levels via RT-qPCR.

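*nup211* (SPCC162.08c) lies on chromosome III of ASM294v3 from 1565550 to 1571250 on the plus strand, as 1 exon with its coding sequence from 1565642 to 1571155. Its counts were 477, 590 and 473 in the libraries without thiamine and 644, 551 and 655 in the libraries labelled thiamine. Normalized by TMM and scaled to a library size of 1e+06 (CPM), these were 13.8 ± 1.51 CPM (SD, n = 3) without thiamine and 12.3 ± 0.887 (SD, n = 3) with the thiamine label. The log2 fold change was -0.17 (standard error 0.11, adjusted p = 0.199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the values of the groups overlapped. With each library left out in turn it stayed between -0.25 and -0.09. A lower *nup211* mRNA level was therefore not detected with this normalization, and directions of other genes are given as libraries labelled thiamine against libraries without thiamine. Upper-quartile normalization gave -0.47 (adjusted p = 0.00686) and scaling by library totals 0.40 (adjusted p = 0.0851). With the trends of gene length and GC content removed, the value was -0.67 (adjusted p = 0.000876). Over all settings tried, the adjusted p ranged from 0.000876 to 0.536. A non-coding RNA gene on the minus strand, *nup211-antisense-1*, overlaps 4984 of the 5701 bp of *nup211* and had 0 to 4 counts per library itself. Outside it lie 224 bp at the 5′ end of *nup211* and 493 bp at its 3′ end, and the counts do not show from which part of the gene they come. If they come from these 2 parts only, the value of -0.67 rests on a length that does not apply, since the trend was removed for all 5701 bp. *ura4* (SPCC330.05c, chromosome III, 115589 to 116625), the marker inserted with the promoter, had 79.4 ± 5.10 CPM (SD, n = 3) without thiamine and 23.6 ± 2.36 (SD, n = 3) with the thiamine label, a log2 fold change of -1.75 (standard error 0.10, adjusted p = 1.6e-06 from the same test). For *act1* (SPBC32H8.12c), the reference gene of the RT-qPCR, the value was -0.03 (standard error 0.13, adjusted p = 0.838), and it rose to 0.55 (adjusted p = 0.0221) with library totals.

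**Figure D1:**
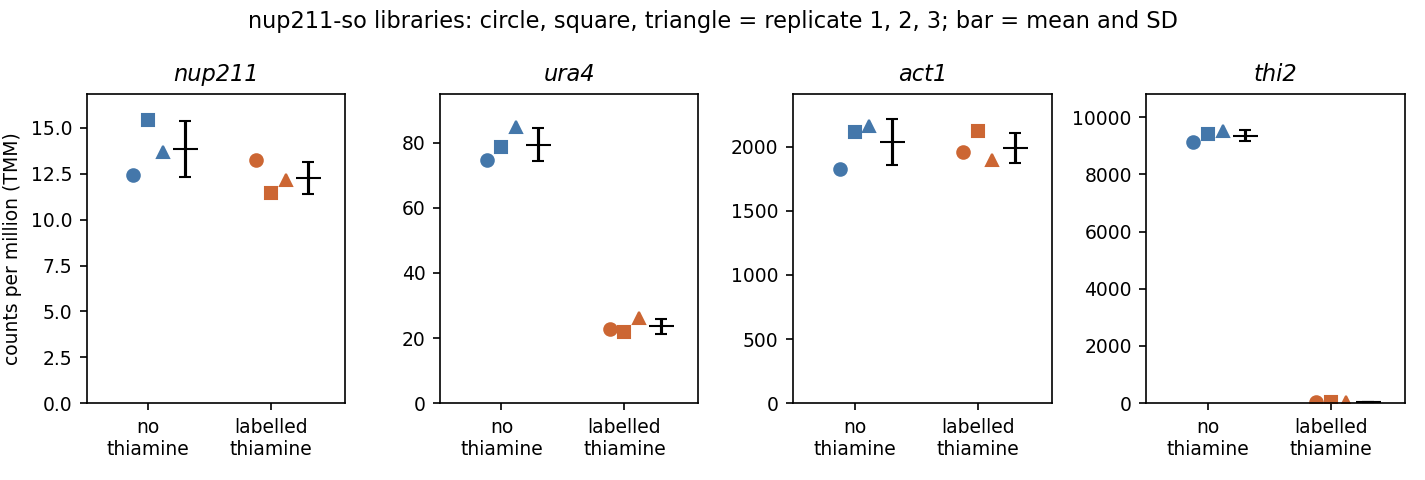
TMM-normalized CPM of *nup211*, *ura4*, *act1* and *thi2* in each *nup211-so* library, with the mean and SD of each group of 3. The groups overlap for *nup211* and *act1*, while *ura4* is near 79.4 without thiamine and 23.6 in the libraries labelled thiamine.

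**Figure D2:**
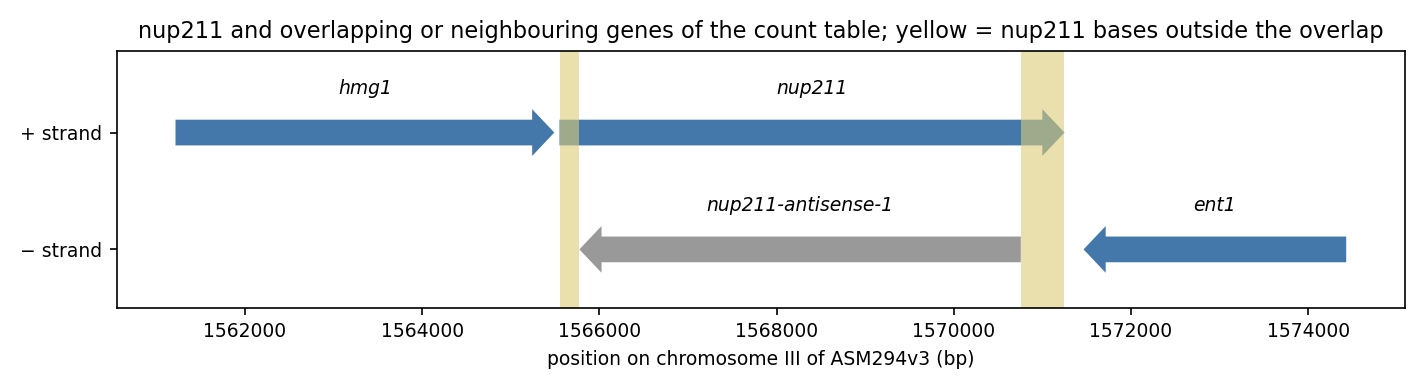
Genes of the count table around *nup211* on chromosome III (position in bp, strand on the y-axis). The shaded stretches are the 224 bp and 493 bp of *nup211* that *nup211-antisense-1* does not overlap.

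Of the 5434 genes tested, 3794 (69.8%) had an adjusted p under 0.05, 1877 of them higher and 1917 lower in the libraries labelled thiamine. The values of the 3 libraries of each group did not overlap at 4105 of the tested genes (75.5%), where chance gives 10%. The direction of the calls depended on the scaling. Library totals gave 2724 genes higher and 588 lower, and upper-quartile normalization 1368 and 2583, so that the share of higher genes was 49.5% with TMM, 82.2% with library totals and 34.6% with upper quartiles. The median log2 fold change of all tested genes was -0.01, 0.57 and -0.31, respectively, and the changes reported are relative to the first of these. Of the 3794 genes, 2463 (64.9%) were called in the same direction with library totals and 3285 (86.6%) with upper quartiles. DESeq2 called 3695 of them (97.4%) in the same direction. A p under 1e-06 with a change of at least 2-fold was found for 531 genes (9.77%).

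The genes with the largest changes were taken among those with an average log2 CPM of at least 3 and no overlap between the groups. The largest fall was that of *nmt1* (SPCC1223.02, chromosome III, 1838415 to 1839664), with 1631, 2061 and 1858 counts without thiamine and 0, 3 and 2 in the libraries labelled thiamine. This is at least 836-fold lower, and the non-coding RNA gene *prl10* overlaps the whole of the gene. *thi2* (SPBC26H8.01) went from 9359 ± 193 to 50.8 ± 3.38 CPM (SD, n = 3 each) and so fell by 7.52 on the log2 scale (standard error 0.20), and the log2 fold change was -6.02 for SPBC530.07c, -4.79 for *gcd1* (SPCC794.01c) and -4.59 for the non-coding RNA gene *omt3*. The largest rises were those of *cta3* (SPBC839.06, 6.79 with a standard error of 0.36), SPBPB2B2.18 (6.64), SPCC737.04 (6.44), SPAC977.18 (6.30) and *cmt2* (SPBPB21E7.04c, 5.02). Other genes overlap 3802 of the 4757 bp of *cta3*. SPBPB2B2.18 and SPAC977.18 are 98.1% identical over 795 bp, so their reads could have been split between them and both values are uncertain. The adjusted p of these 10 genes was at most 7.2e-06 (edgeR's quasi-likelihood test).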

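A list of 75 genes of cytokinesis and septation was fixed in advance, and 72 of them were tested in the libraries labelled thiamine against those without thiamine. Of these, 53 had an adjusted p under 0.05, 36 higher and 17 lower, and the count was also 53 when adjusted over the list alone. This list holds 7 of the genes the study chose on these samples for RT-qPCR, so the second count is not independent evidence. The share of 73.6% stood beside 69.8% among all tested genes (Fisher's exact test, two-sided, odds ratio 1.21, p = 0.521). Without the RT-qPCR genes, 46 of 65 members (70.8%) were called, 31 higher and 15 lower. At a p under 1e-06 and at least 2-fold, 11 members passed, all of them higher, against 9.77% of tested genes (15.3% of members, Fisher's exact test, two-sided, p = 0.112). As a set, the members were shifted upward relative to the other genes, with a median log2 fold change of 0.33 (camera of limma, adjusted p = 0.00266 over 5 sets). The shift was also called by fry (adjusted p = 0.000194, limma) but not by camera with the correlation between genes estimated from the data (adjusted p = 0.312). These set tests include the 7 RT-qPCR genes, which the study chose on these samples, and were not run without them. The median log2 fold change of the 65 other members was 0.29. Relative to the median of all tested genes, removal of the trends with gene length and GC content moved the median of the set most, to 0.048 (0.0045 before this subtraction, camera, adjusted p = 0.092). With the trend with length alone removed, the median on the same scale was 0.096 (0.026 before this subtraction, camera, adjusted p = 0.0749). Fry still called the set with both trends removed (adjusted p = 0.00266, limma) and with that of length alone removed (adjusted p = 0.00224). Relative to the median of all tested genes, the median of the set was 0.34 with TMM, library totals and upper quartiles alike. Scaling moves all genes by nearly the same amount, so this likeness is no separate check. Members moved in both directions under each of these scalings, with 29 called higher and 27 lower under upper-quartile normalization and 50 and 5 under library totals.

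The largest rises were those of *pxl1* and *bgs1*, followed by *rga7* (SPBC23G7.08c, log2 fold change 2.95, standard error 0.08, adjusted p = 9.2e-08 from edgeR's quasi-likelihood test) and *rga5* (SPBC17F3.01c, 2.83, standard error 0.20, adjusted p = 4.9e-06). The falls were largest for *adg1*, *cdc3* (SPAC4A8.15c, -1.58, standard error 0.15, adjusted p = 2.5e-05) and *spn2* (SPAC821.06, -1.35, standard error 0.42, adjusted p = 0.0187), though other genes overlap 99.2% of *spn2* and its counts are low. Genes near 0 included *mid1* (0.04, adjusted p = 0.679), *cdc15* (0.02, adjusted p = 0.888) and *plo1* (-0.14, adjusted p = 0.399). In all, 12 tested members were overlapped over at least 50% of their length.

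**Figure D3:**
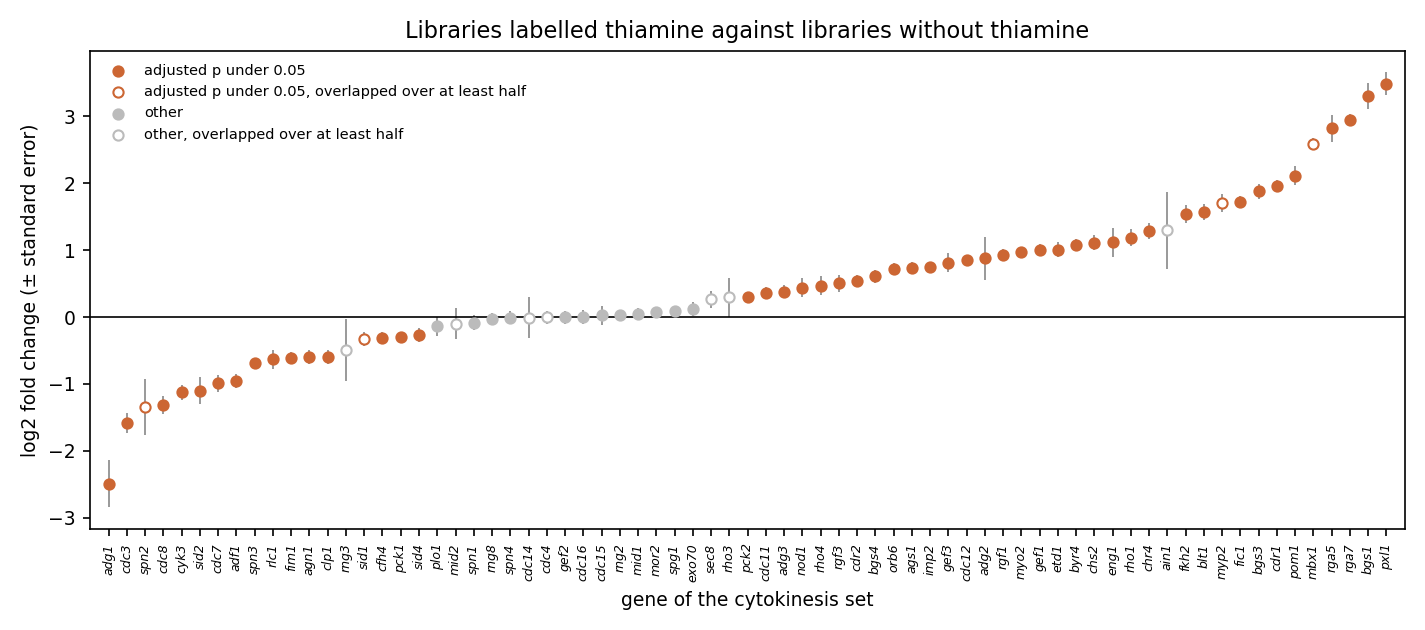
Log2 fold change (± standard error) of 71 tested members of the cytokinesis list, libraries labelled thiamine against libraries without thiamine, in rising order. Orange points have an adjusted p under 0.05 (35 higher, 17 lower), and open points mark the 11 shown members overlapped over at least 50% of their length.

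The paper links the cytokinesis genes among the altered transcripts to its microscopy results and chose representative genes for RT-qPCR on that ground. From the RNA-Seq, the RT-qPCR and the rescue of transcript levels by Nup211 expressed from a plasmid, it proposes that Nup211 plays a role in transcriptional regulation.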

**Fig 6:**
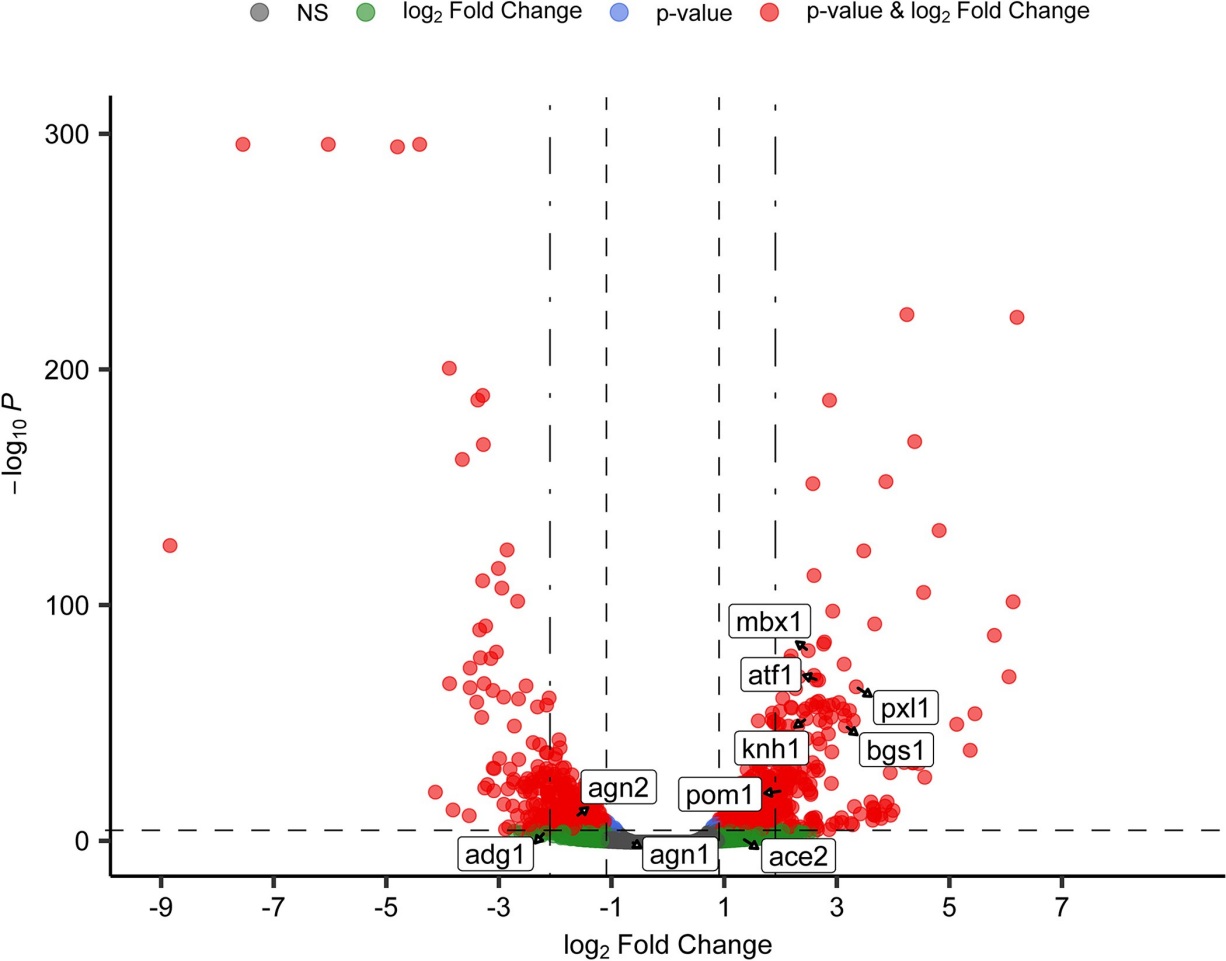
Transcript abundance was significantly altered upon down-regulation of *nup211*.

The volcano plot shows changes in transcript abundance between *nup211-so* cells cultured in thiamine-supplemented media and those grown without thiamine. Each point in the plot represents an individual gene. The x-axis displays the log_2_ normalized fold change in expression, while the y-axis shows the -log_10_-transformed p-values and reflects statistical significance. The horizontal line represents the default p-value cutoff used by the *enhancedVolcano* R program (10^−6^) and the two vertical lines indicate the fold-change cutoffs of two-fold and four-fold. Transcripts meeting the criteria for statistical significance (p-value less than 10^−6^) and differential expression (fold change greater than two-fold) are highlighted in red, while those that are significant only by p-value or fold change alone are indicated in blue or green, respectively. Non-significantly affected transcripts are shown in gray. 

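The 9 genes *atf1*, *mbx1*, *bgs1*, *knh1*, *pxl1*, *pom1*, *adg1*, *agn1* and *agn2* had an adjusted p under 0.05 in the RNA-Seq counts. The study chose them on these samples, so the calls are not independent evidence. Of the genes that rose, *atf1* (SPBC29B5.01, chromosome II of ASM294v3, 1546217 to 1549862) went from 152 ± 9.10 CPM (SD, n = 3) without thiamine to 1044 ± 141 (SD, n = 3) in the libraries labelled thiamine. Its log2 fold change was 2.78 (standard error 0.14, adjusted p = 8.1e-07 from edgeR's quasi-likelihood test). *mbx1* (SPBC19G7.06, chromosome II, 2358499 to 2361156) rose by 2.59 (standard error 0.09, adjusted p = 2.2e-07), with 1783 of its 2658 bp overlapped by other genes. *bgs1* (SPBC19G7.05c, chromosome II, 2350922 to 2357364) lies in the same region and rose from 58.5 ± 2.19 to 580 ± 162 CPM (SD, n = 3 each), a log2 fold change of 3.31 (standard error 0.19, adjusted p = 2.0e-06). The change was 3.49 for *pxl1* (SPBC4F6.12, adjusted p = 7.4e-07), 2.56 for *knh1* (SPBC11C11.05, adjusted p = 6.6e-07) and 2.12 for *pom1* (SPAC2F7.03c, adjusted p = 3.8e-06). Each of these 6 genes was higher in every library labelled thiamine than in every library without thiamine.

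The genes that fell were also apart in every library. *adg1* (SPAPJ760.03c, chromosome I, 5265435 to 5266485) went from 109 ± 19.3 to 19.4 ± 9.29 CPM (SD, n = 3 each), a log2 fold change of -2.49 (standard error 0.35, adjusted p = 0.000251). *agn2* (SPBC646.06c, chromosome II, 932654 to 934103) changed by -1.59 (standard error 0.14, adjusted p = 1.9e-05) and *agn1* (SPAC14C4.09, chromosome I, 5244037 to 5245966) by -0.59 (standard error 0.10, adjusted p = 0.000877). The fall of *agn1* depended on the scaling. With library totals its log2 fold change was -0.02 (adjusted p = 0.94), and over the settings tried the adjusted p ranged from 4.5e-06 to 0.94. With each library left out in turn, the 9 values kept their direction and an adjusted p under 0.05, with 0.00607 the largest (*agn1*).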

Transcripts labeled on the plot (*atf1*, *mbx1*, *bgs1*, *knh1*, *pxl1*, *pom1*, *ace2*, *adg1*, *agn1*, and *agn2*) were analyzed further by RT-qPCR.

The genes we analyzed are transcription factors *atf1* and *mbx1*, DYRK family cell polarity protein kinase *pom1*, conserved fungal cell wall protein *knh1*, paxillin-like protein *pxl1*, linear 1,3-beta-glucan synthase catalytic subunit *bgs1*, endo-1,3-alpha-glucosidases *agn1* and *agn2*, and *ace2* dependent gene *adg1*. After shutting off *nup211* expression, the mRNA levels of *atf1* (4.1-fold), *mbx1* (11.3-fold), *pom1* (2-fold), *knh1* (4.1-fold), *pxl1* (3.4-fold), and *bgs1* (3.1-fold) were significantly increased while the mRNA levels of *agn1* (0.53-fold), *agn2* (0.47-fold) and *adg1* (0.19-fold) were significantly decreased (Fig 7A and S4 Table). Since *ace2* is a transcriptional activator for several genes controlling cytokinesis, we also examined *ace2* even though it wasn’t significantly affected in our RNA-Seq data [54]. We confirmed that *ace2* mRNA level was not significantly changed by shutting off Nup211 expression. 

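The paper's RT-qPCR means in S4 Table and the RNA-Seq log2 fold changes of the libraries labelled thiamine were compared across 9 of the genes measured by both assays. Across genes, which are not independent replicates, Pearson's r was 0.92 (permutation test with 100000 resamples, two-sided, p = 0.00238, adjusted p = 0.00476 over the 2 correlations computed). Spearman's rho was 0.70 (permutation test, p = 0.0441, adjusted p = 0.0441). Without *adg1* and *agn2*, the 2 genes farthest from the median RT-qPCR value, r was 0.77 (exact permutation test, p = 0.0819) and rho was 0.36 (p = 0.444, exact permutation test). Within the 6 genes that rose in the RT-qPCR (*atf1*, *mbx1*, *pom1*, *knh1*, *pxl1* and *bgs1*), r was -0.003 (exact permutation test, p = 0.994). The relation thus rests on the difference between genes that rose and genes that fell, not on the size of the rise. The RT-qPCR values are relative to *act1*, whose own change in the RNA-Seq was within its error with TMM normalization.

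**Figure D4:**
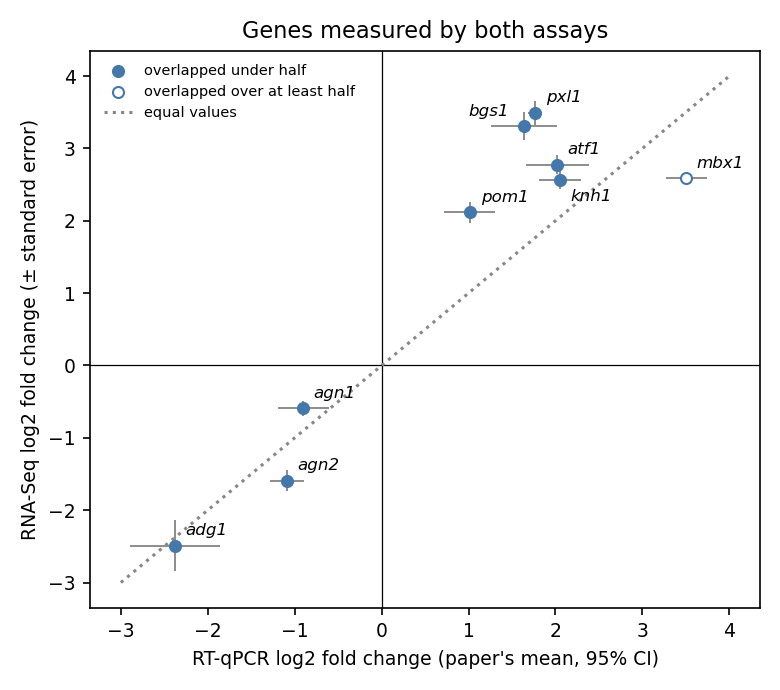
RNA-Seq log2 fold change (y-axis, ± standard error, 3 libraries per group) against the paper's RT-qPCR log2 fold change (x-axis, mean and 95% confidence interval) for the 9 genes. The open point marks *mbx1*, which other genes overlap over at least 50% of its length.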

Consistent with the RNA-Seq data, our RT-qPCR results indicate that Nup211 regulates mRNA levels of genes involved in cytokinesis.

**Fig 7:**
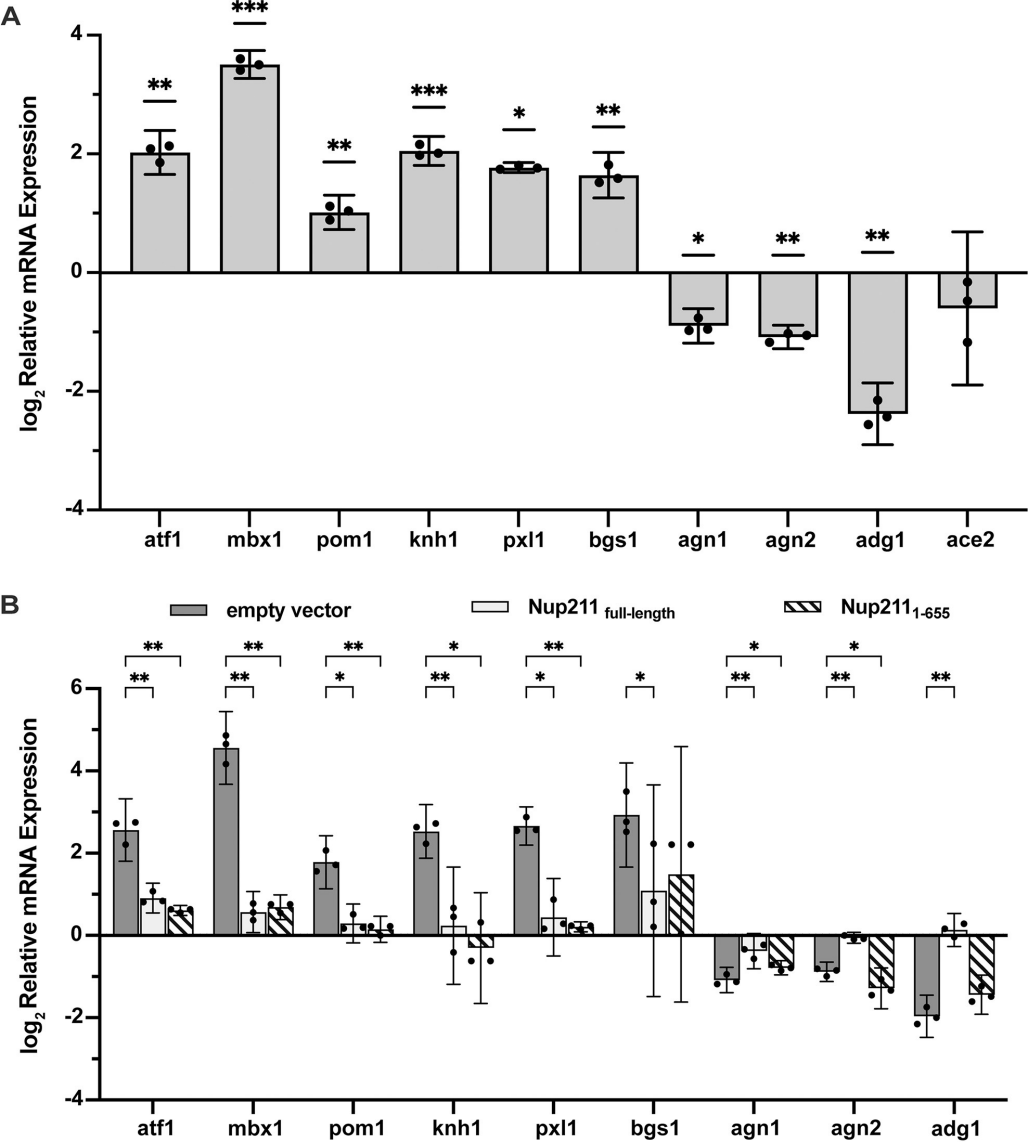
Nup211 regulates the expression of several genes involved in cytokinesis. (A) Analyzing the mRNA levels of representative genes (*atf1*, *mbx1*, *pom1*, *knh1*, *pxl1*, *bgs1*, *agn1*, *agn2*, *adg1* and *ace2*) via RT-qPCR. (B) Analyzing the mRNA levels of representative genes in *nup211-so* cells exogenously expressing full-length Nup211 or Nup211_1-655_ via RT-qPCR. For both (A) and (B), each transcript was analyzed in triplicate for all experimental conditions. Changes in relative transcript levels were calculated using the ΔΔC_q_ method, with *act1* serving as the endogenous control. Error bars represent the 95% confidence interval. Individual points represent the independent data values from the biological replicates. (* p < 0.05, ** p <0.01, *** p <0.001).

### Ectopically expressing Nup211 rescued the expression of several genes involved in cytokinesis

Since the N-terminal domain of Nup211 (Nup211_1-655_) was sufficient to restore cell viability when endogenous *nup211* expression was shut off (Fig 4A), we wondered if ectopically expressing this region could restore the mRNA levels of some genes we previously examined. To address this question, mRNAs from *nup211-so* cells harboring plasmids expressing either Nup211 or Nup211_1-655_ were isolated to serve as templates for RT-qPCR. Compared with the vector control, full-length Nup211 showed significant rescue effects for all the target genes (Fig 7B). Interestingly, expressing Nup211_1-655_ was able to fully or partially rescue the expression of most affected genes (*atf1*, *mbx1*, *pom1*, *knh1*, *pxl1 and agn1*), but didn’t significantly rescue the expression of *bgs1*, *agn2* and *adg1* (Fig 7B; S5 and S6 Tables). The reduced expression of endo-1,3-alpha-glucosidases *agn1* and *agn2* in Nup211_1-655_ cells explained the phenotypes we observed, such as multi-septated and long cells (Fig 3B). In summary, these results suggest that Nup211 plays a role in transcriptional regulation and its N-terminal 655 amino acids are able to carry out part of its regulatory functions.

## Discussion

In this study, we determined that the N-terminal 655 amino acids of fission yeast essential nuclear pore protein Nup211 are sufficient for cell viability. We also revealed a new role for Nup211 in regulating gene expression.

Since *nup211* is an essential gene [8], we constructed a *nup211* shut off (*nup211-so*) strain in which the expression of *nup211* can be inhibited by thiamine to study its functions (Fig 1). As expected, down-regulating *nup211* expression significantly reduced cell viability (Fig 2). When *nup211* expression was shut off, we observed various cell cycle defects. Among them were different septation defects such as misplaced, thicker, or multiple septa (Fig 3). Ectopic expression of Nup211 rescued these phenotypes, indicating that the defects were specifically due to loss of Nup211 (Fig 4). Taken together, these results show that Nup211 plays roles in regulating cell division, including septation and cell separation. Using this *nup211-so* strain for the domain analysis, we found that Nup211_1-655_ was sufficient to rescue the lethal phenotype, suggesting that Nup211_1-655_ carries out the essential function(s) of Nup211 (Fig 4). Furthermore, we used the CRISPR/cas9 system and successfully generated a *nup211*_*1-655*_ strain. The truncation mutant cells grew well, confirming that the essential region of Nup211 is present in its first 655 amino acids (Fig 5A).

To our surprise, even though we were able to detect Nup211_1-655_ in the cell lysate by Western blot, the level was extremely low (Fig 5B). We were unable to detect Nup211_1-655_ by immunofluorescence microscopy. Both Nup211_1-863_ and Nup211_1-655_ are under the control of the endogenous *nup211* promoter in the CRISPR truncation strains, however, Nup211_1-655_ was detected at a much lower amount in cell lysate compared to Nup211_1-863_ (Fig 5B). Similar differences were observed in lysates obtained from *nup211-so* rescue conditions, where Nup211 fragments were expressed from the same vector (Fig 4B). Thus, we reason that the abundance of truncated Nup211 is more likely to be affected by protein stability. As shown in Fig 5B, transforming the Nup211_1-655_ expression plasmid pARS4 into the *nup211*_*1-655*_ strain, the protein level was significantly increased. We also observed degradation products when Nup211_1-655_ was overexpressed, indicating that there are several sensitive cleavage sites in this region. Using this Nup211_1-655_ overexpression strain, Nup211_1-655_ was detected at the nuclear periphery, showing a similar localization pattern as full-length Nup211 (Fig 5C). Our results showed that both Nup211_1-655_ and Nup211_1-863_ were localized at the NPCs, implying that these truncated Nup211 proteins play roles at the nuclear periphery.

Nuclear pore basket proteins have been shown to regulate chromatin organization and transcription in addition to nucleocytoplasmic transport [6]. Several orthologs of Nup211 have been implicated in transcriptional regulation [42, 48–50, 55]. To test whether Nup211 also regulates transcription, we performed RNA-Seq, followed by RT-qPCR. Our RNA-Seq analysis revealed that inhibiting *nup211* resulted in a significant change in the transcriptome. Among the affected genes, several are important for cytokinesis, which is consistent with the phenotypes we observed (see Results). The RNA-Seq results were confirmed by RT-qPCR analyses (Fig 7A). Furthermore, ectopically expressing the full-length protein restored the transcript levels of all the genes examined (Fig 7B). Interestingly, expressing Nup211_1-655_ in shut-off cells restored expression of most, but not all, of the genes analyzed (Fig 7B). This indicates that the deleted C-terminal region is important for Nup211’s function in regulating gene expression, even though it is not required for viability.

Nup211 may control gene expression at multiple levels. In addition to the role in regulating mRNA export [12, 13], here we report that Nup211 controls the mRNA levels of several genes involved in cytokinesis. Currently, the mechanism by which Nup211 regulates the transcriptome is not understood. Located at the nuclear basket, Nup211 may serve as anchors for positioning certain regions of chromatin near the NPCs. Recently, Iglesias *et al*. showed that Nup211 preferentially associates with heterochromatin, such as pericentromeric regions [46]. Its budding yeast orthologs, Mlp1 and Mlp2, are important for positioning genes at the nuclear pores for their transcriptional activation [33, 35, 51]. For example, Mlp1 interacts with components of the SAGA complex and activates GAL gene transcription [33]. The *Drosophila* ortholog Megator controls the transcription level of X chromosome genes and associates with transcriptionally active regions [48, 53, 56]. Moreover, the mammalian TPR is important for establishing heterochromatin boundaries around the NPCs [43, 44, 52]. Nup211 may also regulate transcription at the chromatin level. Our ongoing work to determine how Nup211 interacts with chromatin will shed light on the mechanisms by which it regulates chromatin organization and transcription.

## Conclusions

The essential yeast nucleoporin Nup211 regulates the expression of a set of genes involved in cytokinesis. Nup211_1-655_ is sufficient for viability and exhibits partial gene regulatory functions.

## Materials and methods

### Yeast strains, growth conditions and genetic manipulations

*Schizosaccharomyces pombe* strains used in this study are listed in (S1 Table). Strain *558* (*leu1-32 ura4-D18 ade6-M210 h+*) served as the wild-type control and was used to generate the remaining yeast strains. The *nup211-so* strain (*nup211*::*P81nmt1 ura4*^*+*^ *leu1-32 ura4-D18 ade6-M210 h+*) was engineered by replacing the endogenous *nup211* promoter with the *ura4*^*+*^ gene and thiamine-repressible promoter P81nmt. Additionally, two *nup211* truncation strains were created using the SpEdit method [47]. Primers for generating the guide RNAs and homologous recombination templates used to delete specific regions of the *nup211* ORF were designed using the CRISPR4P tool (S2 Table) [57]. Following the hybridization of sgRNA oligonucleotides, specific sgRNA sequences were integrated into the spCas9-containing pLSB-NAT plasmid using the Golden Gate Assembly kit (NEB #E1601S). Oligonucleotides for generating homologous recombination (HR) templates were annealed and amplified by PCR.

HR template DNA and *nup211*-specific pLSB-NAT plasmids were co-transformed into wild-type cells by electroporation. Cells were initially spread on EMM-NH_4_Cl plates and left to grow overnight at room temperature before being replica-plated to YES + NAT plates. After 4–7 days of growth at 30°C, candidate colonies were streaked onto non-selective YES plates and allowed to grow for an additional 2–3 days. Candidates were screened for the desired mutations by colony PCR using primers suggested by CRISPR4P. Strains were further validated by western blotting and DNA sequencing of deletion junctions.

For normal *nup211* expression, wild-type and *nup211-so* strains were grown in appropriately supplemented Edinburgh minimal media (EMM) lacking thiamine (https://dornsife.usc.edu/pombenet/media). To reduce *nup211* expression, *nup211-so* cells were grown in media containing 30uM (10 μg/mL) thiamine (EMM+T). Cells were grown for 24 hours, washed once with EMM+T, and inoculated in fresh EMM+T at OD_600_ = 0.05. The cells were then allowed to grow for an additional 24 hours before being used in downstream analyses. Plasmids used in rescue experiments were introduced into *nup211-so* cells using the lithium acetate method [58].

For growth assays involving *nup211* truncation strains, all cells were grown on pombe glutamate medium (PMG) plates supplemented with 225 mg/L adenine, leucine, uracil. For immunofluorescence microscopy, all strains were grown in appropriately supplemented liquid EMM media and harvested at an OD_600_ ≈ 0.3.

### Genomic DNA extraction

Genomic DNA was isolated using the phenol-chloroform method. Specifically, cells were harvested at mid-log phase and resuspended in DNA lysis buffer (100 mM Tris, pH 8.0; 100 mM NaCl; 1 mM EDTA, pH 8.0; 1% SDS). Acid washed beads were added to the suspensions, which were then vortexed for 5 min. Following centrifugation for 10 min at 10,000 rpm, the supernatant was mixed with phenol:chloroform (1:1) solution and centrifuged for 2 min. After two more extractions, the resulting aqueous layer was then mixed with 70% ethanol and centrifuged to precipitate DNA. The pellets were subsequently resuspended in 100 μL of 20 mg/mL RNaseA in 1X Tris-EDTA (pH 8.0).

### Southern blotting

Genomic DNA was digested with BglII overnight at 37°C and separated on a 0.8% agarose gel at 100V for 4 hours. The resulting DNA fragments were then transferred to a nitrocellulose Hybond-N+ membrane (Amersham). A probe was synthesized using primers designed to target the upstream *nup211* coding sequence (S2 Table) and radiolabeled with p32 using the Prime It II Random Primer Labeling Kit (Agilent Technologies). The membrane was incubated with pre-hybridization buffer (Sigma-Aldrich) and denatured salmon sperm DNA. Hybridization of the probe to the membrane was carried out using QuickHyb solution (Stratagene), followed by washing with either 2X SSC/0.1% SDS or 0.5X SSC/0.1% SDS. The membrane was then wrapped in saran wrap and placed on a PhosphorImager screen for viewing.

### Plasmids

Plasmids for exogenously expressing domains of Nup211 were constructed using the pLEV3 vector (gift from Dr. Charlie Hoffman, Boston College), which we modified through the addition of ApaI and NotI restriction sites to the multiple cloning site (MCS). Regions of the *nup211* open reading frame (ORF) were amplified from genomic DNA via PCR using forward and reverse primers containing ApaI and NotI restriction sites, respectively (S2 Table). PfuUltra II Fusion HS DNA Polymerase (Agilent Technologies) was used in all reactions. PCR products were digested with ApaI and NotI and cloned into the modified pLEV3 (mpLEV3) vector downstream of the *adh1* promoter. Junction regions were sequenced to confirm correct ligation.

### Antibodies

Primary antibodies used include mouse and rabbit anti-Nup211 (Immune Tech Corp), anti-β-actin (Abcam; ab8224), and mAb414 (Biolegend; Cat # 902902), a mouse monoclonal antibody that recognizes several nucleoporins. For Western blotting experiments, Pierce® goat anti-mouse poly-HRP (Thermo Scientific; Cat # 32230) was used as the secondary antibody. Alexa Fluor® 488 AffiniPure™ F(ab’)_2_ fragment goat anti-mouse IgG, Fcγ fragment specific (Jackson ImmunoResearch; 115-546-071) and Alexa Fluor® 647 AffiniPure™ F(ab’)_2_ fragment goat anti-rabbit IgG, Fc fragment specific (Jackson ImmunoResearch; 11-606-046) secondary antibodies were used in immunofluorescence experiments.

### Western blotting

Whole cell protein lysates were prepared from wild-type and *nup211-so* cells using the trichloroacetic acid (TCA) precipitation method [59]. Approximately 3 OD units of exponentially growing cells were subjected to two, 35-second rounds of disruption in a Thermo Savant FastPrep FP120 bead beater located in a cold room and set to 4.0 m/s. After each round, tubes were placed in an ice-water bath for 4 min to prevent protein degradation. Lysates were mixed with the appropriate volume of 5X SDS sample buffer, boiled for 5 min at 95°C, and cleared by centrifugation at 16,100 x g for 5 min at room temperature.

For Nup211 truncation strains, whole cell protein lysates were prepared using a modified version of the protocol outlined in [58]. Approximately 20 OD units of exponentially growing cells were harvested and washed once ice-cold lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 10 mM MgCl_2_, 1 mM EDTA, 10% Glycerol, 1 mM DTT, 1 mM PMSF and 1 × protease inhibitor cocktail (Roche)). Cell pellets were resuspended in 200 μl of ice-cold lysis buffer and mixed with 500 μL of ice-cold beads in 2 mL screw-cap tubes. Cells were subjected to two, 35-second rounds of disruption in a Thermo Savant FastPrep FP120 bead beater as described above. After, screw-cap tubes were punctured at the bottom using a 21 G needle and lysates were collected in 1.5 mL microcentrifuge tubes by centrifugation (2 min, 500 x g, 4°C). Beads were then washed by adding an additional 200 μL of lysis buffer to the screw-cap tube repeating centrifugation. Lysates were cleared by spinning at 16,100 x g for 5 min at 4°C. The cleared supernatant was transferred to a fresh 1.5 mL microcentrifuge tube and mixed with the appropriate volume of 5X SDS sample buffer before boiling at 95°C for 10 min.

Protein samples were separated on 4–16% SDS-PAGE gels and transferred onto a nitrocellulose membrane (Bio-Rad) in a cold room for 90 min at 75 V. The nitrocellulose membrane was blocked in 5% non-fat milk in 1X PBST (0.05% Tween-20) for 1 h. Membrane strips were incubated with primary antibodies overnight at 4°C. Next, strips were rinsed three times (5 min each) in 1X PBST (0.05% Tween-20) and probed for 40 min with secondary antibodies conjugated to polyHRP in 5% non-fat milk. After three 5-min washes, secondary antibody binding was detected using Amersham^™^ ECL^™^ Western Blotting Detection Reagents (Cytiva).

### Microscopy

For live cell imaging, cells were mounted onto agarose pads prepared as previously described [60]. Briefly, cells were picked from EMM plates containing or lacking thiamine, resuspended in 1 mL ddH_2_O, and centrifuged for 15 sec at 13,000 rpm. Alternatively, cells growing in liquid EMM (± T) were harvested at mid log phase, washed once with ddH_2_O, and centrifuged for 15 sec at 13,000 rpm. Small amounts of the resulting pellets were mounted onto 2% agarose pads to prevent cell migration during imaging.

Nuclei and cell wall staining was performed as described previously, with some modifications [61]. First, 2% formaldehyde was added directly to the culture medium to fix cells. After several washes with cold PBS, cells were resuspended in PBS containing 1 μg/mL DAPI (Sigma-Aldrich) and 0.5 mg/mL Aniline Blue (Fisher Chemical). Following a 15-min incubation period at room temperature, stained cells were centrifuged for 2 min at 3,000 rpm and the resulting pellets were mounted onto 2% agarose pads. Microscopy was performed using the Nikon Eclipse Ti Fluorescence Microscope equipped with an Andor iXon EMCCD camera and a DG5 wavelength switcher. Images were further analyzed using FIJI (NIH). Figures presenting microscopy data were produced using the Adobe Creative Suite (Adobe Photoshop and Illustrator) and the ScientiFig plugin for FIJI.

For immunofluorescence staining, cells were cultured to mid-log phase (OD_600_ ≈ 0.3–0.6) and harvested by centrifugation at 3000 x g for 3 min. The resulting cell pellets were resuspended in 1 mL of PBS, transferred to microcentrifuge tubes, and subjected to two additional washes with PBS. To digest the cell wall material, cells were resuspended in Spheroplasting buffer (1X PBS, 1.2M sorbitol, 500 U lyticase) and incubated in a 30°C shaker for 30–60 min. After three PBS washes, cells were fixed in 1 mL of fixation solution (0.1M potassium phosphate, pH 6.5, 10% methanol v/v, 3.7% w/v formaldehyde) for 25 min on a rotator at room temperature. Cells were then permeabilized in 1 mL of permeabilization solution (1X PBS, 0.1% Triton-X-100, 1% BSA) for 25 min. After carefully washing away the permeabilization buffer and resuspending in 1 mL of PBS, 100 μL of permeabilized cells were spread on poly-L-lysine coated microscope slides and allowed to sit for 1 hour. Cells were heat-fixed on a heating block warmed to 70°C for 60–90 sec. and blocked in a humid chamber for 30–60 min at room temperature by adding 100 μL of blocking solution (1X PBS, 3%BSA, 0.1M lysine HCl) to each cell spot. After removing the blocking solution, cells were incubated in 100 μL of primary antibody (diluted in blocking solution) in the humid chamber overnight at room temperature. Following three washes with 1 mL PBS, 100 μL of diluted secondary antibody solution was added and slides were incubated for one hour in a darkened humid chamber at room temperature. The secondary antibody solution was then washed away, and slides were air-dried in the dark before mounting solution was added to the fixed cell spots and covered with a final coverslip. Slides were viewed using a Leica TCS SP2 Laser Scanning Spectral Confocal Microscope.

### RNA extraction

For cell wall digestion, 5x10^7^ cells were incubated with 250 μg of lyticase (Sigma-Aldrich) for 1–2 hours at 30°C. After spheroplasting was complete, total RNA were extracted from cells using the RNeasy Kit (Qiagen) following the manufacturer’s instructions. RNA concentration and quality were measured using a NanoDrop ND-1000 Spectrophotometer.

### RT-qPCR

Triplicate RNA samples were prepared for each experimental condition. The QuantiTect Reverse Transcription Kit (Qiagen) was used to synthesize cDNA from total RNA samples. Subsequent qPCR was performed using the QuantiTect SYBR Green PCR Kit (Qiagen) and the ViiA7 qPCR machine (Applied Biosystems) following the manufacturers’ instructions. Changes in relative transcript levels were calculated using the ΔΔCq method, with *act1* serving as the endogenous control. Statistical analysis was performed in GraphPad Prism. To assess the statistical significance of differential expression observed upon shutting off *nup211* expression, multiple Welch’s t-tests were performed using the Holm-Šídák method (alpha = 0.05) to correct for multiple comparisons. For rescue experiments, Fisher’s Least Significant Difference (LSD) test was performed following two-way ANOVA to determine if the abundance of individual transcripts were significantly affected by expressing additional Nup211 in *nup211* shut-off cells.

## Supporting information

S1 Table Fission yeast strains and plasmids used in this study.

S2 Table Primers used in this study.

S3 Table Summary of RNA-seq results. RNA-sequencing data was analyzed in R using the DESeq2 program. The table shows the number of differentially expressed transcripts at two different fold change cutoff values that satisfy the p-value threshold (10^−6^) used to generate the volcano plot shown in Fig 6.

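With edgeR's quasi-likelihood test and TMM normalization, 364 transcripts were at least 2-fold higher and 167 at least 2-fold lower in the libraries labelled thiamine at a p under 1e-06. At 4-fold the numbers were 141 and 75. These numbers depended on the test more than the calls at an adjusted p under 0.05 did. DESeq2 with the same thresholds gave 762 higher and 563 lower at 2-fold, and 220 and 121 at 4-fold. Library totals in place of TMM moved the first number most by difference, to 1373, with 172 lower. The numbers also moved when a library was left out. Without thiamine replicate 3, which differed most from the other 2 thiamine libraries, 578 transcripts were at least 2-fold higher and 393 at least 2-fold lower. Without no-thiamine replicate 1 there were 75 and 40, the largest move of the first number by ratio. Without no-thiamine replicate 2 there were 98 and 63, and without no-thiamine replicate 3 there were 87 and 57. The low numbers are thus not particular to 1 library without thiamine. In the authors' deposited table, 742 transcripts are at least 2-fold higher and 548 lower at p under 1e-06, with 197 and 111 at 4-fold. The log2 fold changes of the authors' deposited table equalled those of DESeq2 1.42.0 with shrinkage towards 0 by a normal prior (median difference 1.7e-15). Of the genes with an adjusted p under 0.05 both in the edgeR comparison and in the authors' deposited table, 3687 in number, all had the same direction.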

(DOCX)

S4 Table Log_2_ fold-change and p-values for *nup211-*so RT-qPCR experiments.

S5 Table Log_2_ relative mRNA expression data for *nup211-so* rescue RT-qPCR experiments.

S6 Table p-values for *nup211-so* rescue RT-qPCR experiments by ANOVA.

S1 Raw image Original images for Western blots. Raw images of Western blot results presented in Figs 2A, 4B, and 5B.
(PDF)

# Supplementary material for: Fission yeast essential nuclear pore protein Nup211 regulates the expression of genes involved in cytokinesis
**Source:** PLoS One. 2024 Dec 12;19(12):e0312095. doi: 10.1371/journal.pone.0312095
**Supplement:** S1 Table

**S1 Table. Fission yeast strains and plasmids used in this study.**

| **Fission Yeast Strains** | | | | |
| --- | --- | --- | --- | --- |
| **Name** | | **Genotype** | | **Source** |
| 558 (*nup211-wt*) | | *leu1-32 ura4-D18 ade6-M210 h+* | | Nurse Lab |
| *nup211-so* | | *nup211::nmt1 ura4^+^ -leu1-32 ura4-D18 ade6-M210 h+* | | This study |
| *nup211_1-863_* | | *nup211_1-863_* *leu1-32 ura4-D18 ade6-M210 h+* | | This study |
| *nup211_1-655_* | | *nup211_1-655_* *leu1-32 ura4-D18 ade6-M210 h+* | | This study |
| **Plasmids** | | | | |
| **Name** | **Selection Marker** | **Restriction**  **Sites** | **Gene Product / Insert** | |
| mpLEV3 | *LEU2* | N/A | N/A | |
| pARS1 | *LEU2* | NotI/ApaI | Nup211_1-1837_ | |
| pARS2 | *LEU2* | NotI/ApaI | Nup211_1-1033_ | |
| pARS3 | *LEU2* | NotI/ApaI | Nup211_1-863_ | |
| pARS4 | *LEU2* | NotI/ApaI | Nup211_1-655_ | |
| pARS5 | *LEU2* | NotI/ApaI | Nup211_1-412_ | |
| pARS6 | *LEU2* | NotI/ApaI | Nup211_1033-1837_ | |
| pLSB | *natMX6* | BsaI | N/A | |
| pDK1998 | *natMX6* | BsaI | CAAGTCGAATAAGCGAACGC | |
| pDK2922 | *natMX6* | BsaI | CCAAGGTTTTTTCTGAAGCG | |

# Supplementary material for: Fission yeast essential nuclear pore protein Nup211 regulates the expression of genes involved in cytokinesis
**Source:** PLoS One. 2024 Dec 12;19(12):e0312095. doi: 10.1371/journal.pone.0312095
**Supplement:** S2 Table

**S2 Table. Primers used in this study.**

| **Primers for CRISPR Editing** | |
| --- | --- |
| **Name** | **Sequence (5′-3′)** |
| sg1998F | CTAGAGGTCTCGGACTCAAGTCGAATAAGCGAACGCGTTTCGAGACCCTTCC |
| sg1998R | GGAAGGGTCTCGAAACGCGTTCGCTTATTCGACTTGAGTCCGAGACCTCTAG |
| sg2922F | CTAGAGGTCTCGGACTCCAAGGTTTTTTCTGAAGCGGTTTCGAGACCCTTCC |
| sg2922R | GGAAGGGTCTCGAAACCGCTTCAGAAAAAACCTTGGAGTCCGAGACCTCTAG |
| HRdel656F | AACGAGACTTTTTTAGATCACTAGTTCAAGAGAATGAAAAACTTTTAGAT  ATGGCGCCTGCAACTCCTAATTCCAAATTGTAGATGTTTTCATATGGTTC |
| HRdel656R | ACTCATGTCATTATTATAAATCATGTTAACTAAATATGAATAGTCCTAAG  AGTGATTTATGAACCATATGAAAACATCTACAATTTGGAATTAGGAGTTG |
| HRdel864F | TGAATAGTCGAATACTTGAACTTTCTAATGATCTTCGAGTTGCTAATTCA  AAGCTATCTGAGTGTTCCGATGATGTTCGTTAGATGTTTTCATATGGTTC |
| HRdel864R | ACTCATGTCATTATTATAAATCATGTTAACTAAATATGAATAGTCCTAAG  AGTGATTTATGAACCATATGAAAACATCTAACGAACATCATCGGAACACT |
| Ck5primeF | CTACCTCGTCGCTACACACC |
| Ck656Fw | AATGTTGGAGGAGGTGAGCG |
| Ck864Fw | GAAACTTTCGTCCCTGCAGC |
| Ck1837Rv | ACTTCTGCAAATAGTCGTGGT |
| **Primers for quantitative real-time PCR** | |
| **Primer name** | **Sequence (5′-3′)** |
| Atf1-**F** | GCCATCTGTTTACGGCGATAC |
| Atf1-**R** | CCATTCTCGGCATTTTGTCCG |
| Bgs1-**F** | ACGGGTATGGCGGAACAAAT |
| Bgs1-**R** | TGAAATCCAGCGTGGGCATA |
| Knh1-**F** | GCGTCTTTGATGGCTCTTGG |
| Knh1-**R** | CGCATTGTACCTGTAGGCCA |
| Mbx1-**F** | TCATCTCCTCGCCGTTCTATAC |
| Mbx1-**R** | GACCACCACTTTAGCATCAC |
| Ace2-**F** | TCTGAGGATTCACGAAAATGGC |
| Ace2-**R** | TCATTAGTGCTGTCTGCGATCT |
| Pom1-**F** | GGGTTTGACGACGAAAGAGGA |
| Pom1-**R** | AGAACCTGTCCAAAACTCCCC |
| Pxl1-**F** | ACTAATGGCTCCCCGCTAAAC |
| Pxl1-**R** | ACTTGGTTGCGGTAATGGTGT |
| Agn1-**F** | CCGGTGGTGATTATATGGAAGAT |
| Agn1-**R** | CCACTGAATGTTTGTGTTGTAGAG |
| Agn2-**F** | GCACATTTCTTGGGCAGGAT |
| Agn2-**R** | GATACCAGCAGAAGCCAACG |
| Adg1-**F** | TGGACACTCATAACCCTCTTTC |
| Adg1-**R** | GAGCTAACACGGTCTCCTTTAT |
| Act1-**F** | ACGTCGCTTTGGACTTTGA |
| Act1-**R** | CGCTCGTTTCCGATAGTGATAA |
| **Primers for generating and verifying *nup211-so*** | |
| **Primer name** | **Sequence (5′-3′)** |
| Nmt-**F** | AGACAGAATAAGTCATCAGCGGTTGTTTC |
| Nup211-**R** (nt384-412) | GAGCAGTTTGCTTCAAATTTTGATCCTG |
| Ura+Nmt Chimeric | CATATCAGCAAAGACTTTCTCAGCATTAA  AGACAGAATAAGTCATCAGCGGTTGTTTC |
| Primer 1 | CCTCGTCGCTACACACCC |
| Primer 2 | GCTGGCTATTACAGATTGATAATTGAG |
| Primer 3 | TTAATGCTGAGAAAGTCTTTGCTGATATG |
| Primer 4 | GGAATTAGGAGTTGCAGGCG |
| Southern Probe-**F** | GATGCGTCGTCTAGGATCCAAATTTTG |
| Southern Probe-**R** | CGCTTGGTGATTCAATGTTGGAC |

# Supplementary material for: Fission yeast essential nuclear pore protein Nup211 regulates the expression of genes involved in cytokinesis
**Source:** PLoS One. 2024 Dec 12;19(12):e0312095. doi: 10.1371/journal.pone.0312095
**Supplement:** S3 Table — RNA-sequencing data was analyzed in R using the DESeq2 program. The table shows the number of differentially expressed transcripts at two different fold change cutoff values that satisfy the p-value threshold (10−6) used to generate the volcano plot shown in Fig 6.

**S3 Table: Summary of RNA-seq results.**

|  | Differentially Expressed Transcripts | | |
| --- | --- | --- | --- |
| Log_2_FC Cutoff | Upregulated | Downregulated | Total |
| Two-fold | 629 | 394 | 1023 |
| Four-fold | 193 | 108 | 301 |

RNA-sequencing data was analyzed in R using the DESeq2 program. The table shows the number of differentially expressed transcripts at two different log_2_(fold change) cutoff values that satisfy the p-value threshold (10^-6^) used to generate the volcano plot shown in Figure 6.

# Supplementary material for: Fission yeast essential nuclear pore protein Nup211 regulates the expression of genes involved in cytokinesis
**Source:** PLoS One. 2024 Dec 12;19(12):e0312095. doi: 10.1371/journal.pone.0312095
**Supplement:** S4 Table

**S4 Table. Log_2_ fold-change and p-values for *nup211-*so RT-qPCR experiments.**

|  | *nup211-so* + Thiamine | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | log2 Relative mRNA expression | | | | 95% Confidence Interval | |  |
| gene | Replicate 1 | Replicate 2 | Replicate 3 | Mean | Upper Limit | Lower Limit | P-value |
| atf1 | 2.08 | 1.86 | 2.13 | 2.02 | 2.39 | 1.66 | 0.00395 |
| mbx1 | 3.50 | 3.41 | 3.60 | 3.50 | 3.74 | 3.27 | 0.00074 |
| pom1 | 1.04 | 0.89 | 1.12 | 1.02 | 1.31 | 0.72 | 0.00395 |
| knh1 | 1.98 | 2.01 | 2.16 | 2.05 | 2.29 | 1.81 | 0.00014 |
| pxl1 | 1.74 | 1.76 | 1.81 | 1.77 | 1.85 | 1.68 | 0.01448 |
| bgs1 | 1.59 | 1.52 | 1.81 | 1.64 | 2.02 | 1.26 | 0.00159 |
| agn1 | -0.95 | -0.76 | -0.97 | -0.90 | -0.61 | -1.19 | 0.02355 |
| agn2 | -1.05 | -1.18 | -1.03 | -1.09 | -0.89 | -1.28 | 0.00842 |
| adg1 | -2.43 | -2.15 | -2.56 | -2.38 | -1.86 | -2.90 | 0.00672 |
| ace2 | -1.17 | -0.16 | -0.48 | -0.60 | 0.68 | -1.89 | 0.23498 |

# Supplementary material for: Fission yeast essential nuclear pore protein Nup211 regulates the expression of genes involved in cytokinesis
**Source:** PLoS One. 2024 Dec 12;19(12):e0312095. doi: 10.1371/journal.pone.0312095
**Supplement:** S5 Table

**S5 Table. Log_2_ relative mRNA expression data for *nup211-so* rescue RT-qPCR experiments.**

|  |  | log2 Relative mRNA expression | | | | 95% Confidence Interval | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| gene | *nup211-so +* | Replicate 1 | Replicate 2 | Replicate 3 | Mean | Upper Limit | Lower Limit |
| atf1 | empty vector | 2.75 | 2.21 | 2.72 | 2.56 | 3.32 | 1.80 |
| atf1 | Nup211_full-length_ | 1.07 | 0.81 | 0.84 | 0.91 | 1.27 | 0.55 |
| atf1 | Nup211_1-655_ | 0.64 | 0.64 | 0.55 | 0.61 | 0.73 | 0.49 |
| mbx1 | empty vector | 4.16 | 4.65 | 4.86 | 4.56 | 5.44 | 3.67 |
| mbx1 | Nup211_full-length_ | 0.78 | 0.37 | 0.56 | 0.57 | 1.07 | 0.07 |
| mbx1 | Nup211_1-656_ | 0.76 | 0.76 | 0.55 | 0.69 | 0.99 | 0.39 |
| pom1 | empty vector | 1.56 | 2.07 | 1.72 | 1.78 | 2.43 | 1.14 |
| pom1 | Nup211_full-length_ | 0.51 | 0.17 | 0.19 | 0.29 | 0.77 | -0.18 |
| pom1 | Nup211_1-657_ | 0.23 | 0.23 | 0.00 | 0.15 | 0.47 | -0.17 |
| knh1 | empty vector | 2.72 | 2.23 | 2.63 | 2.53 | 3.18 | 1.88 |
| knh1 | Nup211_full-length_ | 0.67 | -0.41 | 0.46 | 0.24 | 1.66 | -1.19 |
| knh1 | Nup211_1-658_ | -0.62 | -0.62 | 0.32 | -0.31 | 1.04 | -1.65 |
| pxl1 | empty vector | 2.55 | 2.56 | 2.88 | 2.66 | 3.13 | 2.20 |
| pxl1 | Nup211_full-length_ | 0.87 | 0.17 | 0.29 | 0.44 | 1.38 | -0.50 |
| pxl1 | Nup211_1-658_ | 0.24 | 0.24 | 0.15 | 0.21 | 0.33 | 0.09 |
| bgs1 | empty vector | 2.52 | 3.50 | 2.77 | 2.93 | 4.20 | 1.66 |
| bgs1 | Nup211_full-length_ | 0.82 | 2.23 | 0.21 | 1.09 | 3.66 | -1.49 |
| bgs1 | Nup211_1-658_ | 2.21 | 2.21 | 0.04 | 1.49 | 4.59 | -1.62 |
| agn1 | empty vector | -0.95 | -1.18 | -1.13 | -1.08 | -0.78 | -1.39 |
| agn1 | Nup211_full-length_ | -0.23 | -0.57 | -0.34 | -0.38 | 0.05 | -0.81 |
| agn1 | Nup211_1-658_ | -0.72 | -0.86 | -0.79 | -0.79 | -0.61 | -0.96 |
| agn2 | empty vector | -0.85 | -0.99 | -0.81 | -0.88 | -0.65 | -1.12 |
| agn2 | Nup211_full-length_ | -0.09 | -0.08 | 0.00 | -0.06 | 0.07 | -0.19 |
| agn2 | Nup211_1-658_ | -1.33 | -1.45 | -1.06 | -1.28 | -0.79 | -1.78 |
| adg1 | empty vector | -2.15 | -2.00 | -1.74 | -1.97 | -1.45 | -2.48 |
| adg1 | Nup211_full-length_ | 0.28 | -0.04 | 0.16 | 0.13 | 0.54 | -0.27 |
| adg1 | Nup211_1-658_ | -1.23 | -1.60 | -1.49 | -1.44 | -0.97 | -1.91 |

# Supplementary material for: Fission yeast essential nuclear pore protein Nup211 regulates the expression of genes involved in cytokinesis
**Source:** PLoS One. 2024 Dec 12;19(12):e0312095. doi: 10.1371/journal.pone.0312095
**Supplement:** S6 Table

**S6 Table: p-values for *nup211-so* rescue RT-qPCR experiments by ANOVA.**

|  | P-value | |
| --- | --- | --- |
| gene | empty vector vs. Nup211_full-length_ | empty vector vs. Nup211_1-655_ |
| atf1 | 0.0072 | 0.0095 |
| mbx1 | 0.0056 | 0.0045 |
| pom1 | 0.026 | 0.0086 |
| knh1 | 0.0061 | 0.0109 |
| pxl1 | 0.0155 | 0.0031 |
| bgs1 | 0.0395 | 0.1754 |
| agn1 | 0.005 | 0.0136 |
| agn2 | 0.0028 | 0.0328 |
| adg1 | 0.0063 | 0.123 |

How the deposited data were processed for this re-analysis (not part of the article)

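RNA-Seq counts of 6 cultures of the *nup211-so* strain were used, 3 grown without thiamine and 3 grown with 10 μg/mL (30 μM) thiamine. The libraries of replicates 1 to 3 of a condition come from separate cultures. All per-sample columns of the count table were used (0 were left over). For each pair of replicates the counts were compared gene by gene, and no pair was the same library. Replicate numbers were not shared cultures as far as the labels and the paper state, and the replicates were not treated as pairs.

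The authors deposited counts of reads per gene for the 6 libraries, without normalization. The table holds 6291 genes, each with at least 5 counts in total over the libraries. The authors used a stranded kit that selects polyadenylated RNA, and the paper does not state the aligner, the counting program, the genome build or the software versions. The authors also deposited the result of a DESeq2 comparison of thiamine against no thiamine for 6280 of these genes. Its values, as the authors give them, are the mean normalized count (a signal averaged over the 6 libraries), the log2 fold change, the standard error of the log2 fold change, the Wald statistic (a score), the p-value and the adjusted p-value. Another deposited column is named as a −log10 p-value and equals −log10 of the adjusted p-value. The deposited column named as log CPM equals the natural log of the mean normalized count plus 0.5. The deposited log2 fold changes equalled those of DESeq2 1.42.0 with shrinkage by a normal prior (median difference 1.7e-15). The deposited gene positions and transcript lengths are in bp. This table was used for comparison and for gene types, and the counts for all tests.

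Gene positions, exons and GC content were taken from the ASM294v3 assembly and its RefSeq annotation. Of the counted genes, 6239 had a position there and 52 did not. The positions overlapped the deposited ones for 99.984% of the 6233 genes with both. Near-identical stretches of other genes were searched with blastn 2.17.0 (at least 95% identity over 100 bp) and were present in 189 counted genes.

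Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with robust dispersion, TMM normalization and edgeR's default filter on low counts for the 2 groups, which kept 5434 genes. P values were adjusted by the method of Benjamini and Hochberg, and genes with an adjusted p under 0.05 were called. The paper's thresholds (p under 1e-06 with a change of at least 2-fold or 4-fold) were applied as well. Levels are given as CPM, the TMM-normalized counts scaled to the same library size of 1e+06, and log levels used a prior count of 2. A fold against a group with at most 3 counts in each library is given as a lower bound. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation, and adjusted over 5 sets. Correlations with the RT-qPCR used 100000 permutations, or all of them where the number allowed. Lists of random genes were drawn 10000 times from the 50 closest genes of each member. Trends with gene length and GC content were removed per library with a loess curve of span 0.5. The counts for these steps were handled in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

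The genes named are *nup211*, 9 genes of the RT-qPCR, *act1*, the genes the paper's text names, and members of the lists where a list is discussed. To these were added the 5 genes with the largest rise and the 5 with the largest fall among called genes with an average log2 CPM of at least 3 and no overlap between the groups. The lists hold genes of cytokinesis, thiamine-repressed genes, stress-induced genes, ribosomal protein genes and genes of sexual development, written from general knowledge of this yeast. Genes within 100 kb of a chromosome end, genes with introns, and a list of 6 genes of glucose-repressed uptake and use were also examined. Another gene of the RT-qPCR and 1 of the 5 sets are not reported here, and were left out after the values were seen, so the correlations with the RT-qPCR and the figures do not describe the full list of the paper.

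Totals per library were 37195197 to 48815139 counts, of which 24.6% to 49.0% fell on ribosomal RNA genes. The pipeline was tested on simulated counts of the same size with 200 genes changed by 1 or 2 on the log2 scale. Of the 197 changed genes tested, edgeR recovered 184 (93.4%) and DESeq2 181 (91.9%), with 12 and 19 false calls among the 5404 genes. The median error of the log2 fold change in edgeR was 0.09. A simulated set of 100 genes that rose was recovered by camera, and a set of 100 genes without change was not called. In this simulation most genes were unchanged and each gene varied independently. Among the real genes 69.8% were called, and the ribosomal protein genes had an estimated correlation of 0.770. The simulation therefore does not test the scaling when most genes change, or the set tests when genes move together. Among real genes the precision follows the counts. The standard error of the log2 fold change was 0.10 for *agn1* and 0.37 for *fbp1*, which had 2 to 117 counts per library.

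The alternatives chosen before the data were examined are DESeq2, library totals, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, adjusted p under 1e-06 with the fold thresholds, fry, camera with estimated correlation, and sets restricted to members with an average of at least 10 counts. The test, the named genes, the samples and the lists other than that of glucose-related genes were also fixed before the data were examined. Added after the data were seen were the adjustment of set tests over the 5 sets, DESeq2 with shrunken log2 fold changes, DESeq2 with adjusted p under 1e-06, ribosomal RNA genes left out (also under library totals), length and GC trends removed, genes overlapped over at least 50% of their length left out, and all libraries down-sampled to the smallest total. Reads were not available here, so coverage within genes and strand were not examined. Wild-type cells with and without thiamine were not used here.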

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

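Several tests in this part were chosen only after the results were seen. Among them is the test of ribosomal protein genes against random lists matched on GC content as well. The others include the removal of trends with gene length and GC content, and the libraries down-sampled to the smallest total. Leaving out overlapped genes and adjusting set tests over the sets were also added after the data were seen. What set the results of this part apart is that they are signals in genes whose RNA-Seq values the paper does not discuss. Each is a difference between libraries labelled thiamine and libraries without thiamine.

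All 8 genes of the thiamine-repressed list were lower in each library labelled thiamine than in each library without thiamine. Their median log2 fold change was -3.59 (camera of limma, adjusted p = 4.0e-35 over 5 sets), also with *nmt1* at the bound that its counts of 0 to 3 allow. With the correlation between genes estimated from the data, the adjusted p was 0.001 (limma). The alternatives tried for this set left it called in the same direction. A mislabelled library is argued against by the 8 of 8 genes whose groups of libraries do not overlap. Thiamine itself predicts a fall of every gene of the list, and 8 of 8 fell. Of the 10 splits of the 6 libraries, 1 gave a camera p as small, the real one, and with 10 splits the share can never be under 0.1.

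The fall of these genes shows that thiamine acted on the 3 cultures labelled with it, and it raises the question how much of the remaining signal follows from thiamine. Outside the list, 3786 genes were called. For these, apart from the RT-qPCR genes among them, an effect of thiamine itself and an effect of the promoter shut-off cannot be told apart, because a strain with its own *nup211* promoter, with and without thiamine, was not used here. For the RT-qPCR genes of its S5 Table, the paper reports that full-length Nup211 expressed from a plasmid in shut-off cells moved the levels back, fully or in part, which thiamine itself does not predict. Some technical explanations for the calls were argued against. With the trend of gene length removed, 90.1% of the calls were made again in the same direction. The share was 94.4% with the GC trend removed, 98.2% with all libraries at the smallest total, and 98.7% without the 10 most abundant genes. The splits of the libraries decide nothing here. As many genes were called in 1 of the 10, the real one, and the same held for the genes past p under 1e-06 at 2-fold (1 of 10) and at 4-fold (1 of 10), but the other splits mix both conditions in each group, which widens the spread within groups.

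Ribosomal protein genes fell, with a median log2 fold change of -0.85 over 149 genes, of which 121 were called lower and 4 higher (camera of limma, adjusted p = 9.3e-09). The median was -0.27 with library totals (38 called lower, 7 higher) and -1.15 with upper quartiles (130 lower, 2 higher). Relative to the median of all tested genes it was -0.84 with each of these scalings and with TMM. Scaling moves all genes by nearly the same amount, so the last value is no separate check. Expression level together with length is argued against as the whole cause, since 0% of 10000 random lists matched on both had a median as low (the lowest was -0.79). With GC content matched as well the share was again 0% (the lowest was -0.76). Reads shared with near-identical genes concern 9 of the members. Trends with length and GC content stay open for the larger part of the fall. Removing both took the median to -0.18 and the set was no longer called (camera of limma, adjusted p = 0.0828), whereas with the length trend alone removed the median was -0.74 (adjusted p = 6.0e-07) and with the GC trend alone -0.39 (adjusted p = 0.000435). Variation between libraries stays open too. These genes move together from library to library (estimated correlation 0.770), camera with this correlation gave an adjusted p = 0.721 (limma), and 6 of the 10 splits, the real one included, had a camera p as small. A slower growth of the cultures was not tested.

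*ura4* fell by 1.75 on the log2 scale (standard error 0.10, adjusted p = 1.6e-06 from edgeR). The parent strain of the paper carries *ura4-D18*, so these counts are taken to come from the marker that was inserted with the P81nmt promoter. The values of the groups did not overlap, and over the alternatives the log2 fold change was between -2.05 and -1.15, with 4.8e-05 the largest adjusted p. Among these alternatives are libraries of equal depth and the removal of the trends with length and GC content, so neither accounts for the fall. Whether it follows from the neighbouring promoter or from a change in the cells was not tested.

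The 5 largest rises, by the rule for named genes, were those of *cta3* (log2 fold change 6.79), SPBPB2B2.18 (6.64), SPCC737.04 (6.44), SPAC977.18 (6.30) and *cmt2* (5.02). Mean levels went from 0.221 to 25.2 CPM for *cta3*, from 21.3 to 1858 for SPCC737.04 and from 11.9 to 386 for *cmt2*. Each kept its direction and its call in every alternative in which it was tested. Library size, length and GC content are argued against by the alternatives that remove them. Reads shared between similar genes stay open for SPBPB2B2.18 and SPAC977.18, which are 98.1% identical over 795 bp, so that a rise of 1 of them could appear in both (no value here separates them, and both are among the 3786 calls outside the thiamine list). Other genes overlap 79.9% of *cta3*. *cta3* is also a member of the stress-induced list. As a set, the 18 members of that list had a median of -0.78 (-0.21 with library totals and -1.08 with upper quartiles) and were not called (camera of limma, adjusted p = 0.467, and fry, adjusted p = 0.138). Camera called the set in none of the alternatives, whereas fry of limma called it with upper quartiles (adjusted p = 0.0103), with at least 10 counts in every library (adjusted p = 0.021), without no-thiamine replicate 3 (adjusted p = 0.0434) and with overlapped genes left out (adjusted p = 0.0494), the last chosen after seeing the values. Of its members, 17 were called, 8 higher and 9 lower, and 6 of the 10 splits, the real one included, gave a camera p as small. Thiamine itself and the promoter shut-off stay open as biological explanations of all 5 rises.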

How the results depend on the processing

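The alternatives that remove trends with gene length and GC content, leave out ribosomal RNA genes or overlapped genes, down-sample the libraries, or use DESeq2 with shrunken log2 fold changes or adjusted p under 1e-06 were chosen only after the results were seen. Over all alternatives, 53 results were computed again. Of the values for counts of genes, *nup211*, the RT-qPCR genes, the gene sets and the correlations, 354 stayed the same in direction and side of the threshold (for counts, within 1.5 times the main count), 43 moved, 7 were weaker, 2 were stronger and 2 were reversed. Of the values for the 29 other named genes and for counts of list members, 533 stayed the same, 5 were weaker, 1 was stronger and 8 were reversed. Pearson's r with the RT-qPCR was between 0.92 and 0.93 under every alternative. Spearman's rho was 0.70 in each, except that it was 0.68, with a permutation p just above 0.05, without no-thiamine replicate 1 and without thiamine replicate 1. It was thus between 0.68 and 0.70 with each library left out in turn, and the cause was not tested. Each of the reported RT-qPCR genes other than *agn1* kept its direction and its call in all alternatives in which it was tested. Camera and fry do not run on DESeq2's model, so the gene sets have no value there. *nup211* and *mbx1* were not tested with overlapped genes left out.

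The number of genes called at an adjusted p under 0.05 was within 1.5 times the main count under every alternative except for genes called lower with library totals (588) and with library totals without ribosomal RNA genes (1190). The scaling shifts the median of all tested genes, which is -0.01 with TMM, 0.57 with library totals, 0.31 with library totals without ribosomal RNA genes and -0.31 with upper quartiles. Library totals also changed the error estimates (the adjusted p of *adg1* from edgeR was smaller than with TMM although its fall was), and how much of these counts follows from the shift was not tested.

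The numbers past p under 1e-06 varied more. At 2-fold, the genes higher numbered 762 with DESeq2, 1373 with library totals, 639 with these without ribosomal RNA genes, 239 with upper quartiles, 185 with the replicate block and 81 at an adjusted p under 1e-06. With DESeq2 they numbered 747 with shrunken log2 fold changes, 749 at an adjusted p under 1e-06, and 734 with both. The genes lower numbered 563 with DESeq2, 255 with upper quartiles, 83 with the replicate block, 111 with library totals without ribosomal RNA genes and 33 at an adjusted p under 1e-06. With DESeq2 they numbered 548 with shrunken log2 fold changes, 550 at an adjusted p under 1e-06, and 536 with both. At 4-fold, the genes higher numbered 220 with DESeq2, 216 with DESeq2 at an adjusted p under 1e-06, 515 with library totals, 234 with these without ribosomal RNA genes, 78 with upper quartiles and 57 at an adjusted p under 1e-06. The genes lower numbered 121 with DESeq2, 118 with DESeq2 at an adjusted p under 1e-06, and 30 at an adjusted p under 1e-06. For DESeq2 and the scalings the cause was not tested. For the replicate block it is the degrees of freedom it takes (its replicate numbers did not go together between the groups, with correlations of -0.005, 0.086 and -0.028), and for the adjusted p the stricter threshold.

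With each library left out in turn, the genes past p under 1e-06 numbered from 75 to 578 (higher, 2-fold), 40 to 393 (lower, 2-fold), 51 to 153 (higher, 4-fold) and 32 to 84 (lower, 4-fold). The lowest numbers are those without no-thiamine replicate 1. The highest are those without thiamine replicate 3, apart from the 153 without thiamine replicate 1. Fewer libraries weaken the test. For the higher number at 2-fold without thiamine replicate 3 the spread of this library is a candidate explanation (chi-square per gene of 261 against thiamine replicate 1 at equal depth).

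*nup211* changed direction with library totals (0.40, adjusted p = 0.0851 from edgeR) and with these without ribosomal RNA genes (0.15, adjusted p = 0.267). It was called lower with upper quartiles (-0.47, adjusted p = 0.00686) and with length and GC trends removed (-0.67, adjusted p = 0.000876). Over the alternatives its adjusted p was between 0.000876 and 0.536. *agn1* was no longer called with library totals (-0.021). For both genes the values with these scalings moved along with the median of all genes, and for the trends the cause was not tested. The length trend was removed for all 5701 bp of *nup211*, of which another gene overlaps 4984 bp.

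The cytokinesis set was no longer called by camera of limma with length and GC trends removed (adjusted p = 0.092) or with the correlation between genes estimated (adjusted p = 0.312). Fry of limma still called the cytokinesis set with length and GC trends removed (adjusted p = 0.00266). The ribosomal protein set was no longer called by camera in the same 2 alternatives (adjusted p = 0.0828 and 0.721). Fry of limma called it with TMM (adjusted p = 0.014), but not with library totals (adjusted p = 0.247), the replicate block (adjusted p = 0.0724), without no-thiamine replicate 2 (adjusted p = 0.0556) or with length and GC trends removed (adjusted p = 0.0561). The cause was not tested, apart from the correlation of 0.770 between ribosomal protein genes, which widens the test. Restricting sets to members with an average of at least 10 counts removed no member of the 5 sets adjusted together and is therefore no test of them. Of the 10 splits of the libraries, the real one included, 3 gave a camera p as small as the real split for the cytokinesis set, and a p of this size is therefore not rare among groupings of the same libraries. The median of the set was 0.33 in the real split, and the largest in size among the others was -0.168. The other splits mix both conditions in each group, so their smaller medians decide nothing.

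Reversed among the other named genes were *act1* (0.55 with library totals, 0.29 with these without ribosomal RNA genes), *mad2* (0.032 with library totals), *hmg1* (0.051) and *dak2* (0.44, and 0.13 without ribosomal RNA genes). All of these values moved along with the median of all genes. With each library left out in turn, *act1* was between -0.11 and 0.0098 (reversed without no-thiamine replicate 3) and *dak2* between -0.65 (called lower, without thiamine replicate 3) and 0.014 (reversed, without thiamine replicate 1), with fewer libraries.

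Depth limits the results for genes with few counts. *fbp1* had 2 to 4 counts in the libraries without thiamine, and most genes that others overlap over at least 80% of their length have few counts, so that a change of these genes is known with a large error.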

Differences from the paper's values

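The alternatives described here as chosen after seeing the values were added once the values were seen, and the others were set before the data were examined. Tests on causes are in the next part.

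The paper's S3 Table lists 629 transcripts that are at least 2-fold higher at p under 1e-06, and the edgeR comparison gave 364. Of the alternatives set before the data were examined, DESeq2 (762), no filter beyond 1 count (436) and the comparison without thiamine replicate 3 (578) came within 1.5 times the paper's number. Library totals (1373), upper quartiles (239), at least 10 counts in every library (344), the replicate block (185), an adjusted p under 1e-06 (81) and the other 5 comparisons that left out a library (75 to 309) did not. Also within 1.5 times were settings chosen after seeing the values, namely DESeq2 with shrunken log2 fold changes (747), DESeq2 at an adjusted p under 1e-06 (749), both together (734) and library totals without ribosomal RNA genes (639).

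For transcripts at least 2-fold lower, the paper's S3 Table lists 394 and the edgeR comparison gave 167. Of the alternatives set before the data were examined, DESeq2 (563) and the comparison without thiamine replicate 3 (393) came within 1.5 times the paper's number. Library totals (172), upper quartiles (255), no filter beyond 1 count (212), at least 10 counts in every library (153), the replicate block (83), an adjusted p under 1e-06 (33) and the other 5 comparisons that left out a library (40 to 128) did not. Of the settings chosen after seeing the values, DESeq2 with shrunken log2 fold changes (548), DESeq2 at an adjusted p under 1e-06 (550) and both together (536) did. At 4-fold, the paper's numbers of 193 and 108 stood beside 141 and 75, within 1.5 times. The authors' deposited table itself holds 742 transcripts that are higher and 548 that are lower at the thresholds stated for 2-fold, and 197 and 111 at 4-fold.

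The log2 fold changes of the RT-qPCR genes reported here come from different assays, RT-qPCR in the paper (S4 Table, with the half-width of the 95% confidence interval as its error) and RNA-Seq here. The RT-qPCR values are relative to *act1*, and the RNA-Seq values are not. For *atf1* the paper's RT-qPCR value is 2.02 ± 0.365 and the RNA-Seq value 2.78, for *mbx1* the paper's is 3.50 ± 0.235 beside 2.59, for *pom1* the paper's is 1.02 ± 0.295 beside 2.12, for *pxl1* the paper's is 1.77 ± 0.085 beside 3.49, and for *bgs1* the paper's is 1.64 ± 0.38 beside 3.31. For these 5 genes none of the alternatives set before the data were examined closed the gap, and neither did those chosen after seeing the values. For *knh1* the paper's value is 2.05 ± 0.24 beside 2.56. Upper-quartile normalization (2.27) came within the RT-qPCR error, and none of the other alternatives set before the data were examined did. With upper quartiles *act1* moved as well, to -0.33, so this scaling does not close the gap relative to *act1*.

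For *agn1* the paper's RT-qPCR value is -0.90 ± 0.29 and the RNA-Seq value -0.59. Upper-quartile normalization (-0.88) and the comparisons without no-thiamine replicate 2 (-0.63), without thiamine replicate 1 (-0.64) and without thiamine replicate 2 (-0.66) came within the RT-qPCR error. The other alternatives set before the data were examined did not, namely DESeq2, library totals, both filters, the replicate block and the other 3 comparisons that left out a library. Of the settings chosen after seeing the values, ribosomal RNA genes left out (-0.61) and length and GC trends removed (-0.70) came within it. None of these values was taken relative to *act1*. With upper quartiles *act1* moved to -0.33, so that scaling does not close the gap relative to *act1*. For *agn2* the paper's value is -1.09 ± 0.195 beside -1.59. Library totals (-1.03) came within the RT-qPCR error, as did library totals without ribosomal RNA genes (-1.27), a setting chosen after seeing the values. None of the other alternatives set before the data were examined did. With these scalings *act1* moved as well, to 0.55 and 0.29, so they do not close the gap relative to *act1*.

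The paper describes the changes as following the down-regulation of *nup211*. In the RNA-Seq counts the log2 fold change of *nup211* was -0.17 (adjusted p = 0.199 from edgeR). It was called lower with upper quartiles (-0.47, adjusted p = 0.00686) and with length and GC trends removed (-0.67, adjusted p = 0.000876), the latter a setting chosen after seeing the values, and over the alternatives its adjusted p was between 0.000876 and 0.536. The length trend was removed for all 5701 bp of *nup211*, of which another gene overlaps 4984 bp, so that value may rest on a length that does not apply. The paper shows the lower level of the protein by Western blot and gives no mRNA level for *nup211*.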

Other observations

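The tests of a mislabelled library and of normalization for *nup211*, those of protein-coding genes that others overlap, those of thiamine replicate 3 and that of low expression for genes near chromosome ends were chosen only after the result was seen.

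*nup211* was not called lower in the libraries labelled thiamine. A mislabelled library is argued against, since 8 of the 8 thiamine-repressed genes were lower in each of these libraries than in each library without thiamine. Normalization stays open, as *nup211* was called lower with 1 of 3 other scalings (upper quartiles, and not library totals or DESeq2's size factors). With upper quartiles *nup211* was at -0.47 and the median of all tested genes at -0.31. These values were -0.17 and -0.01 with TMM, and 0.40 and 0.57 with library totals. The call thus came with a shift of all genes and is not specific to *nup211*. The possibility that reads counted at overlapped genes come from neighbours stays open too. The 165 genes overlapped over at least 80% that have a neighbour within 500 bp at the 3′ side showed a Spearman rho of 0.12 with the log2 fold change of this neighbour. For genes without overlap, thinned to the same counts, the median over 100 draws was 0.03 (from -0.18 to 0.22), and 10% of the draws were as high. The neighbours of *nup211* are *ent1*, which begins 214 bp from its 3′ end and rose by 0.88 (adjusted p = 0.00025 from edgeR), and *hmg1*, which changed by -0.52 with TMM and by 0.051 with library totals. What the 224 bp and 493 bp outside *nup211-antisense-1* report of the transcript was not measured. A lower level of the protein without a lower level of the counted mRNA was not tested.

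Protein-coding genes that other counted genes overlap over more than 25% of their length had few counts. The median of mean counts per kb was 1170 without overlap (2171 genes) and 1222 for an overlap of up to 25% (1424 genes), and it fell to 437 for an overlap of 25 to 50%, 174 for 50 to 80%, 18.8 for 80 to 95% and 7.79 above 95% (461 genes). That overlapped genes are expressed less is argued against by genes that only later-annotated non-coding RNA genes on the opposite strand overlap, whose median above 95% was 972 (256 genes). Counting that kept to 1 strand is argued against by genes overlapped on the opposite strand only, whose median above 95% was 7.80 (421 genes). Long non-coding RNA genes at least 95% inside a protein-coding gene had 2.49 counts per kb (150 genes) against 34.6 for those without overlap (259 genes). A candidate explanation of these values is that reads in overlaps were counted for neither gene and without regard to strand. If so, the levels of overlapped genes, among them *nup211* and *mbx1*, are those of their free parts.

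Scaling by library totals moved the median log2 fold change of all tested genes to 0.57. With ribosomal RNA genes left out the median was 0.31, so the ribosomal RNA counts, which were 46.3%, 28.7% and 24.6% of the libraries labelled thiamine, are argued against as the whole cause. What remains was not tested.

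Thiamine replicate 3 departed from thiamine replicates 1 and 2, with a chi-square per gene of 303.2 and 331 against 10.5 between those and 29.8 to 44.2 between libraries without thiamine. Library size is argued against, since at equal depth the value between replicates 1 and 3 was 261. Across 3836 genes, the log2 level of replicate 3 minus that of replicate 2 had a Pearson r of 0.44 (Spearman rho 0.53, slope 0.17) with the level of replicate 1 minus the mean of the libraries without thiamine. A candidate explanation is that the culture of replicate 3 was further along the same change. A later time of harvest, a batch of preparation or another growth state were not tested.

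Genes of glucose-repressed uptake and use were prominent among the falls. Among genes chosen after their values were seen, the log2 fold change was -4.79 for *gcd1*, -4.37 for *agl1*, -3.93 for *ght1*, -3.62 for *inv1* and -3.52 for *dak1*. On a list of 6 other genes written before their values were looked at, 4 were called lower, *ght3* (-2.11), *ght4* (-2.45, 57.6% overlapped), *ght5* (-2.11) and *gld1* (-2.10). *fbp1* was higher (4.54), with 2 to 4 counts without thiamine and 73 to 117 in the libraries labelled thiamine over a gene that others overlap entirely. *dak2* was not called (-0.19), except without thiamine replicate 3, where it was called lower (-0.65, adjusted p = 0.00163 from edgeR). With the glucose level as the cause the listed genes would move in a single direction. Of the 6, 5 were lower, and only *fbp1* was higher, with the low counts and full overlap given above. With at least 10 counts in every library, the 5 genes left were all lower, 4 of them called. The direction of *fbp1* thus cannot decide the question, and the glucose level of the cultures cannot be told apart from other causes with these 6 genes.

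Genes within 100 kb of a chromosome end were examined as a set. The 222 tested had a median log2 fold change of -0.16 (0.44 with library totals, and -0.13 to -0.15 relative to all tested genes with TMM, library totals and upper quartiles). With TMM, 73 were called higher and 75 lower. Relative to all tested genes, no common rise of the set was seen. The median of genes that move both ways cannot decide whether position acted on some of them. With at least 10 counts in every library the median of the 180 genes left was -0.41 (-0.40 relative to all tested genes), and camera and fry of limma both gave an unadjusted p under 0.05. The cause of this larger fall was not tested. In 2 settings chosen after seeing the values the fall was smaller. Relative to all tested genes the median was -0.05 with ribosomal RNA genes left out and -0.03 with overlapped genes left out. Of 10000 random lists matched on expression, 8.02% had a median as low as the -0.16 of the 222 genes, and the median of the lists was -0.04, so whether low expression alone gives this median stays open.

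The 14 genes of sexual development listed, of which 11 were tested, had a median of -0.83 (-0.26 with library totals and -1.13 with upper quartiles). Of these, 4 were called higher and 5 lower with TMM, and no test of the set is given, since it was not among the 5 sets adjusted together.

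Genes with introns were lower than genes without. The medians were -0.18 for 2296 genes with and 0.17 for 2441 genes without introns, and the difference at equal expression in 20 bins was -0.33 (permutation test, p = 0.001, the smallest its resamples can give). Of the 10 splits of the libraries, 1 gave a difference as large, the real one, and the largest of the others was 0.147. The other splits mix both conditions in each group, so their smaller differences decide nothing. With 10 splits the share can also never be under 0.1. Ribosomal protein genes are argued against as the cause, since the difference without them was -0.35. With length and GC trends removed it was -0.27. It was -0.33 with library totals and with upper quartiles, but scaling moves all genes by nearly the same amount, so this is no separate check. Intron content may thus go with the change, but the genes of these groups differ in other ways too, and an effect of splicing or export was not measured.

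Of the other genes the paper's text names, *alm1* changed by 0.98, *mad1* by 2.11, *mad2* by -0.51 (adjusted p = 0.0238 from edgeR) and *ulp1* by 1.37, with 1193 of its 2099 bp overlapped. The value of *mad2* was 0.032 with library totals, and it was no longer called without no-thiamine replicate 1 (-0.40, adjusted p = 0.103 from edgeR), without no-thiamine replicate 2 (-0.54, adjusted p = 0.0511), with library totals without ribosomal RNA genes (-0.19, adjusted p = 0.351) or with length and GC trends removed (-0.38, adjusted p = 0.0638), the latter 2 settings chosen after seeing the values.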
